# Immune regulation of intestinal-stem-cell function in *Drosophila*

**DOI:** 10.1016/j.stemcr.2022.02.009

**Published:** 2022-03-17

**Authors:** Minjeong Shin, Meghan Ferguson, Reegan J. Willms, Lena O. Jones, Kristina Petkau, Edan Foley

**Keywords:** Drosophila, intestinal stem cell, immunity, proliferation, differentiation, IMD

## Abstract

Intestinal progenitor cells integrate signals from their niche, and the gut lumen, to divide and differentiate at a rate that maintains an epithelial barrier to microbial invasion of the host interior. Despite the importance of evolutionarily conserved innate immune defenses to maintain stable host-microbe relationships, we know little about contributions of stem-cell immunity to gut homeostasis. We used *Drosophila* to determine the consequences of intestinal-stem-cell immune activity for epithelial homeostasis. We showed that loss of stem-cell immunity greatly impacted growth and renewal in the adult gut. In particular, we found that inhibition of stem-cell immunity impeded progenitor-cell growth and differentiation, leading to a gradual loss of stem-cell numbers with age and an impaired differentiation of mature enteroendocrine cells. Our results highlight the importance of immune signaling in stem cells for epithelial function in the adult gut.

## Highlights

• The immune deficiency (IMD) pathway is active in *Drosophila* intestinal progenitors
• Inhibition of IMD in progenitors impairs progenitor-cell proliferation
• Blocking IMD in progenitors impairs generation of mature epithelial cells

## Introduction

The intestine is an important contact point between animals and their environments. Intestinal epithelial cells regulate nutrient acquisition, microbiota tolerance, immune education, and pathogen elimination, and disruptions to epithelial homeostasis are linked to inflammatory diseases and cancers. As the epithelium contains a heterogenous population of specialist cell types, it is essential that we understand the mechanisms by which individual lineages regulate intestinal cell proliferation, differentiation, and renewal.

Intestinal epithelial cell (IEC) lineages vary by animal, but data from *Drosophila*, zebrafish, mice, and humans indicate evolutionary conservation of cell-type composition (Brugman, 2016; Buchon et al., 2013a; Lickwar et al., 2017; Miguel-Aliaga et al., 2018; Nguyen et al., 2015; Wallace et al., 2005). Typically, the epithelium is maintained by proliferative, multipotent intestinal stem cells (ISCs) that self-renew and generate all mature epithelial cell types. Most differentiated cells are columnar enterocytes, a cell type specializing in capture and digestion of lumenal nutrients. Secretory-cell-type complexity varies from animal to animal. In flies, the secretory lineage consists solely of hormone-producing enteroendocrine cells. Fish and mammals have mucus-secreting goblet cells in addition to the enteroendocrine population, and mammals also have long-lived, antimicrobial-peptide-producing Paneth cells that neighbor ISCs in basal crypts. ISCs integrate cues from their niche to divide and differentiate at a rate that replenishes dying epithelial cells. Notch, epidermal growth factor (EGF), Wnt, and bone morphogenetic protein (BMP) signal transduction pathways are important regulators of ISC proliferation and differentiation in vertebrates and invertebrates (Spit et al., 2018). Recent studies uncovered roles for immune signaling in ISC survival, growth, and differentiation. For example, vertebrate ISCs express major histocompatibility complex (MHC) class II molecules, and presentation of self-peptides by ISCs appears to be a critical aspect of intestinal invasion and epithelial destruction in graft-versus-host disease (Biton et al., 2018; Fu et al., 2019; Takashima et al., 2019). Likewise, ISCs are enriched for expression of the germline-encoded peptidoglycan receptor NOD2 (Nigro et al., 2014). NOD2 protects ISCs against reactive oxygen species toxicity (Levy et al., 2020), and mutations in NOD2 are associated with Crohn’s disease and intestinal tumorigenesis (Couturier-Maillard et al., 2013). Despite established requirements for immune-signaling pathways in the maintenance of intestinal health, it is unclear if innate defenses act specifically in progenitors to regulate epithelial homeostasis. We consider this an important knowledge gap given the central role of intestinal progenitors in building and maintaining the entire epithelium.

*Drosophila melanogaster* are widely used to characterize intestinal immunity and homeostasis. The adult fly intestine is a pseudostratified epithelium that is maintained by multipotent ISCs (Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006). The majority of ISC divisions are asymmetric, producing a new ISC, and are transient cell types that generate terminally differentiated epithelial cells. In most cases, ISC divisions generate a post-mitotic enteroblast that differentiates as an enterocyte in response to Notch signals (Bardin et al., 2010; Guo and Ohlstein, 2015; Ohlstein and Spradling, 2007). Collectively, ISCs and enteroblasts are classified as the intestinal progenitor compartment in flies. In the absence of cues from Notch, ISCs transition through a pre-enteroendocrine state to generate mature enteroendocrine cells that can be sub-classified into functional groups based on intestinal localization and hormone expression patterns (Biteau and Jasper, 2014; Guo and Ohlstein, 2015; Zeng and Hou, 2015). In the fly gut, bacterial diaminopimelic acid-type peptidoglycan (PGN) activates immune responses via the immune deficiency (IMD) pathway, a germline-encoded defense with similarities to vertebrate tumor necrosis factor receptor signaling (Buchon et al., 2009b, 2013a; Myllymäki et al., 2014). Detection of extracellular PGN by the PGN recognition protein LC (PGRP-LC) receptor, or intracellular PGN by the related PGRP-LE receptor, converges on a signaling complex that includes the Imd protein, the adaptor protein Fas-associated death domain (FADD), and the Caspase-8 homolog, Dredd. Dredd removes thirty N-terminal amino acids from Imd, initiating molecular events that activate c-Jun N-terminal kinase, and the p100/105 nuclear factor κB (NF-κB) ortholog Relish (Rel) (Leulier et al., 2000; Stoven et al., 2003; Stöven et al., 2000). Thus, Dredd-mediated processing of Imd is essential for IMD pathway activation, and expression of a non-cleavable Imd variant (ImdD30A) blocks host responses to PGN in cell culture and *in vivo* (Kim et al., 2014; Paquette et al., 2010). In the fly intestine, Rel and c-Jun N-terminal kinase initiate transcriptional responses that include regionalized expression of antimicrobial peptides, regulators of metabolism, and genes associated with growth and differentiation (Broderick et al., 2014; Buchon et al., 2009b, 2009a; Dutta et al., 2015; Hung et al., 2020). Earlier work uncovered significant differences between the responses of mature epithelial cell types to IMD activation. For example, infection-dependent activation of IMD in enterocytes results in antimicrobial peptide expression and extrusion of damaged cells (Buchon et al., 2009b; Dutta et al., 2015; Zhai et al., 2018). In contrast, activation of IMD in enteroendocrine cells by bacterial lactate modifies lipid metabolism in neighboring enterocytes (Kamareddine et al., 2018). Notably, genomic studies demonstrated expression of IMD pathway components in intestinal progenitor cells (Dutta et al., 2015; Hung et al., 2020). However, the contributions of progenitor-specific IMD activity to intestinal homeostasis are unexplored.

We took advantage of the genetic accessibility of flies to ask if progenitor-specific IMD affects intestinal homeostasis in *Drosophila*. Specifically, we used genomic and physiological assays to determine the consequences of blocking IMD in intestinal progenitors. We found that inhibition of progenitor-cell IMD had significant effects on ISC proliferation, progenitor compartment composition, and generation of mature enteroendocrine cells. As germline-encoded immune responses are known modifiers of vertebrate intestinal epithelial growth, we believe our findings are of general relevance to understanding how host immune responses control stem-cell function in the intestine.

## Results

### IMD regulates the intestinal progenitor-cell transcriptome

In a single-cell RNA sequencing profile of adult female *Drosophila* intestines, we identified 620 cells that expressed the progenitor-cell markers *esg*, *Dl*, and *N* (Figure S1). 

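The profile came from 1 single-cell RNA sequencing library of *esg* ts/+ flies, in which *esg*-GAL4 and a temperature-sensitive GAL80 allow transgenes to be switched on in intestinal progenitors by a shift in temperature. The library was prepared from 27 guts of virgin females kept for 10 days at 29 °C and dissociated with elastase at 1 mg/ml. Transcripts were captured in droplets, in which every cell has its own barcode and every captured molecule a unique molecular identifier (UMI). The deposited values are UMI counts per gene and barcode that the authors made with Cell Ranger, without normalization. The library held 4242 barcodes with 30383272 UMIs in all, and a median of 1164 UMIs and 424 genes per barcode. Barcodes with at least 200 genes and at most 25% of UMIs on mitochondrial genes were used, and the 140 barcodes with the highest doublet scores were then removed. The 3958 remaining cells held 29880959 UMIs, with a median of 1235 UMIs and 440 genes per cell. The cells were clustered, and clusters were named from marker genes chosen in advance, so that the markers of a class define it and their shares are no independent result. Clusters with progenitor markers, called progenitor-like, held 563 cells, or 14.2% of the kept cells (95% exact Clopper-Pearson interval, 13.2% to 15.4%). All intervals given for this library and for the library of the other genotype cover counting error only, since each genotype had 1 library and no replicate. At least 1 UMI of *N* (FBgn0004647) was found in 83.1% of the progenitor-like cells, of *esg* (FBgn0001981) in 74.4%, and of *Dl* (FBgn0000463) in 33.0%. Among all other cells these shares were 3.21%, 3.06%, and 1.80%. The definition that moved the number of cells most used no clusters at all. With every cell that had at least 1 UMI of *esg*, *Dl*, or *N* counted, the number was 744 cells.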

Within the progenitors, we also observed enriched expression of key IMD pathway components, including the PGN sensor *pgrp-lc*, the NF-kB transcription factor *relish*, and the IMD pathway target *pirk* (Figures 1A and 1B). 

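The UMIs of each gene were summed over the progenitor-like cells and over all other kept cells, and divided by the total UMIs of the same cells to give CPM with exact Poisson intervals. *PGRP-LC* (FBgn0035976) is a protein-coding gene on chromosome 3L of BDGP6.54, from 9338810 to 9348336 on the forward strand, between *PGRP-LA* and *PGRP-LF*. It stood at 85.7 CPM (79.1 to 92.8) in progenitor-like cells and 12.0 CPM (10.6 to 13.5) in all other cells, a ratio of 7.15 (6.19 to 8.27). *Rel* (FBgn0014018), which encodes Relish, lies on chromosome 3R from 9044183 to 9047977 on the reverse strand. Its level was 303.8 CPM (291.1 to 316.8) in progenitor-like cells and 164.4 CPM (159.1 to 169.7) in the others, a ratio of 1.85 (1.75 to 1.95). *pirk* (FBgn0034647) lies on chromosome 2R from 21660967 to 21662995 on the reverse strand. It reached 272.3 CPM (260.4 to 284.7) against 118.2 CPM (113.8 to 122.8), a ratio of 2.30 (2.17 to 2.44). In enterocyte-like cells the levels of *Rel*, *pirk*, and *PGRP-LC* were 147.8, 132.3, and 7.36 CPM. All 3 genes were higher in progenitor-like cells under each of 9 alternatives to the filters and the clustering. The widest range was that of *PGRP-LC*, whose log2 ratio was 2.84 and reached 2.98 with a stricter cell filter.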

Our data match earlier reports of IMD pathway gene expression in progenitors (Dutta et al., 2015; Hung et al., 2020) and raise the possibility that immune signals contribute to gut-progenitor-cell function.

**Figure 1:**
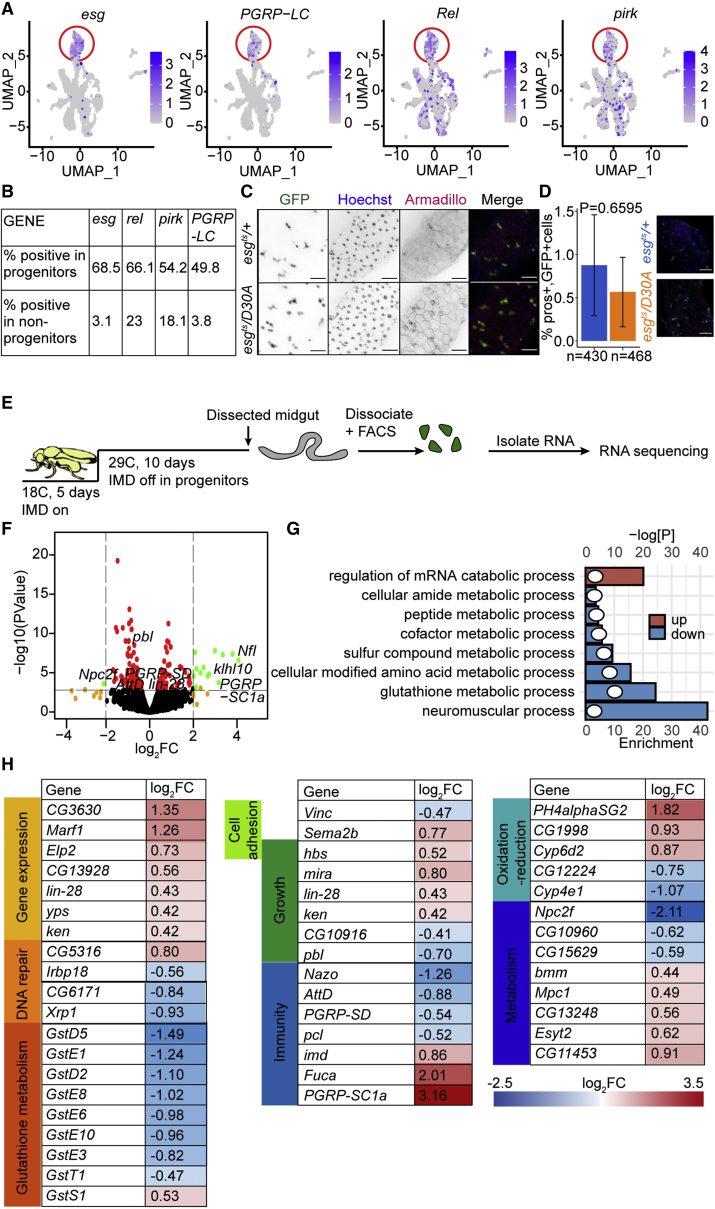
IMD regulates the intestinal progenitor-cell transcriptome (A) Uniform manifold approximation and projection (UMAP) plot of intestinal epithelial cells isolated from 10-day-old *esg*^*ts*^ flies showing expression of the progenitor marker *esg* and the IMD pathway components *PGRP-LC*, *Rel*, and *pirk*. Progenitors are circled in red. (B) Quantification of the percentage of progenitors and non-progenitors that express the indicated genes. (C) Visualization of GFP, DNA (Hoechst), and the beta-catenin ortholog in intestines of 10-day-old *esg*^*ts*^/*+* and *esg*^*ts*^/*UAS-imdD30A (esg*^*ts*^/*D30A*) flies. Scale bars represent 25 μm. (D) Quantification of the percentage of GFP-positive cells that express the enteroendocrine cell marker *prospero* in *esg*^*ts*^/*+* (n = 20) and *esg*^*ts*^/*D30A* (n = 22) flies. *esg*^*ts*^/*+* (n = 430) and *esg*^*ts*^/*D30A* (n = 468) n = number of GFP+ cells. Representative images are shown with DNA in blue, *esg*+ cells in green, and *prospero*-positive enteroendocrine cells in red. Significance measured using Student’s t test. Scale bars represent 25 μm. (E) Schematic representation of an experimental strategy to quantify gene expression in progenitor cells purified from *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies. Each experiment was performed in triplicate. (F) Volcano plot showing relative changes (x axis) and significance (y axis) in gene expression of purified progenitors from *esg*^*ts*^/*D30A* flies compared with age-matched *esg*^*ts*^/*+* controls. Genes are color-coded to indicate significance and relative gene expression changes. (G) Gene Ontology analysis of processes significantly affected by inhibition of IMD in progenitors. Column size indicates the degree of enrichment for each term, and dots indicate the log-transformed significance of the respective enrichment. (H) Representative sample of genes with affected expression upon inhibition of IMD in progenitors. See also Figures S1 and S2.

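Shares were computed as the percentage of *esg* ts/+ cells with at least 1 UMI of a gene. *Rel* was detected in 73.2% of progenitor-like cells (95% interval, 69.3% to 76.8%) and 26.8% of all other cells (25.3% to 28.3%). *pirk* was detected in 58.8% (54.6% to 62.9%) and 21.2% (19.8% to 22.6%), and *PGRP-LC* in 54.9% (50.7% to 59.1%) and 5.01% (4.30% to 5.80%). Progenitor-like cells were deeper, with a median of 10169 UMIs per cell against 1034 in the others, which raises the chance that a transcript is seen. Each cell was therefore also thinned at random to 650 UMIs, which left out 13 progenitor-like cells and 658 others. The thinned share of *Rel* was 18.6% (15.4% to 22.1%) in progenitor-like cells and 9.61% (8.53% to 10.8%) in the others. The thinned share of *pirk* was 13.8% (11.04% to 17.0%) against 8.59% (7.56% to 9.70%), and that of *PGRP-LC* 7.82% (5.72% to 10.4%) against 0.840% (0.533% to 1.26%). For *esg* the thinned shares were 16.6% and 1.06%. As a reference for free RNA in the droplets, enterocyte-like cells, with a median of 1719.5 UMIs, had *esg* in 2.26% of cells before and 0.503% after thinning. *PGRP-LC* was found in 5.88% of enterocyte-like cells and in 0.503% after thinning, the same thinned share as that of *esg*. *Rel* and *pirk* were in 9.70% and 10.6% of enterocyte-like cells after thinning, above the level of *esg*. The alternative that moved the unthinned shares of the other cells most was the stricter cell filter, under which *Rel* was in 54.1% of them. The paper describes the higher shares in progenitors as enriched expression of IMD pathway components and proposes that immune signals contribute to progenitor function.

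**Figure D1:**
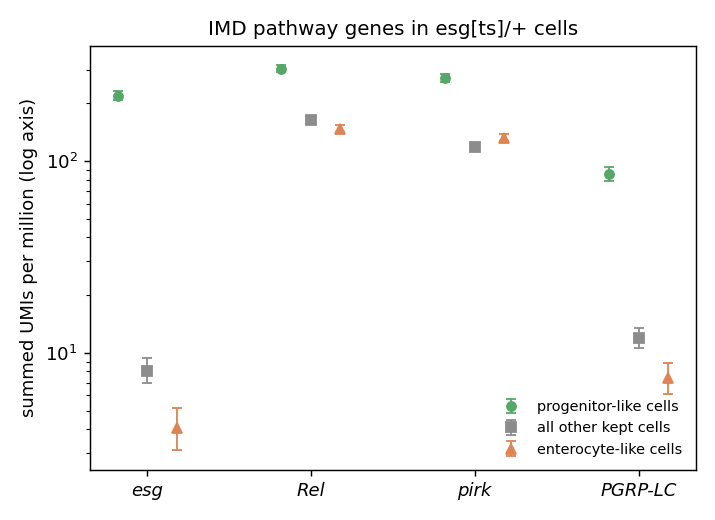
Level in CPM from summed UMIs (log axis) of *esg*, *Rel*, *pirk*, and *PGRP-LC* in progenitor-like, all other, and enterocyte-like cells of the *esg* ts/+ library, with exact 95% Poisson intervals as bars. *PGRP-LC* stands at 85.7 CPM in progenitor-like cells and at 12.0 and 7.36 CPM in the other groups, while *Rel* and *pirk* lie at 118.2 CPM or higher in all 3.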

To test IMD activity in progenitors, we used the *esgGAL4*, *GAL80*^*ts*^, *UASGFP* (*esg*^*ts*^) fly line to express a dominant inhibitory IMD protein (ImdD30A) in *Drosophila* progenitors (*esg*^*ts*^*/D30A*) for 10 days. Blocking IMD in progenitors did not stop infection-mediated expression of IMD-responsive antimicrobial peptides in enterocytes, demonstrating that inhibition of progenitor-cell IMD does not affect IMD activity in differentiated progeny (Figure S2). We then asked if blocking IMD had direct effects on the progenitor population. Both *esg*^*ts*^*/D30A* and control *esg*^*ts*^*/+* intestines had similar distributions of small, GFP-positive cells (Figure 1C) that rarely expressed the enteroendocrine cell marker *prospero* (Figure 1D), confirming that GFP exclusively marked progenitors in both lines. To measure effects of IMD on progenitors, we performed RNA sequencing (RNA-seq) analysis of gene expression in fluorescence-activated cell sorting (FACS)-purified GFP-positive cells from *esg*^*ts*^*/D30A* and *esg*^*ts*^*/+* flies (Figure 1E). We found that inactivation of IMD disrupted expression of 154 genes in progenitors (Figure 1F; Table S1), including key IMD pathway regulators (*pgrp-sd*, *pgrpsc1a*), glutathione metabolism genes required for detoxification of xenobiotic substances, and 24 genes known to respond to the commensal microbiome (Broderick et al., 2014) (Figures 1F–1H). Notably, the impacts of IMD inhibition extended beyond conventional antimicrobial responses and included diminished expression of genes associated with stem-cell growth and adhesion to the niche, such as the growth regulator *Xrp1*, the asymmetric cell division regulator *miranda* (*mira*), and the effector of extracellular matrix adhesion *Vinculin* (*Vinc*; Figures 1F–1H), suggesting potential growth-regulatory roles for IMD in progenitors.

### IMD modifies ISC division

As IMD inhibition affected the progenitor transcriptome, we asked if IMD also affects progenitor homeostasis. Specifically, we measured ISC mitoses by quantifying phospho-histone H3, the percentage of midgut epithelial cells that expressed the progenitor marker *esg*, and the percentage of progenitors that expressed the ISC marker *Delta* (*Dl*) in 5- and 30-day-old *esg*^*ts*^*/D30A* and *esg*^*ts*^*/+* intestines. In young *esg*^*ts*^*/+* intestines, we observed few ISC divisions (Figure 2A), approximately 20% *esg*+ cells in the posterior midgut (Figure 2B), and 40% Dl+ ISCs per progenitor (Figure 2C). Consistent with reports of age-related decline in gut function, we detected significantly increased numbers of ISC divisions, *esg*+ cells, and Dl+ cells in aged *esg*^*ts*^*/+* intestines relative to their 5-day-old counterparts (Figures 2A–2C). In contrast, we did not detect age-dependent increases in mitoses, progenitor numbers, or ISC numbers in 30-day-old *esg*^*ts*^*/D30A* intestines (Figures 2A–2C). Instead, 30-day-old *esg*^*ts*^*/D30A* intestines were characterized by significantly fewer mitoses, Dl+ ISCs, and progenitors than 30-day-old *esg*^*ts*^*/+* control flies. Importantly, these results are not an artifact of *imdD30A* expression, as progenitor-specific, RNAi-mediated depletion of the IMD pathway adaptor FADD caused a significant decline in the amounts of Dl-positive stem cells among intestinal progenitors of 30-day-old flies (Figure 2D). Furthermore, progenitor-specific inactivation of *relish* significantly impaired generation of mitotic clones in the posterior midgut (Figure 2E), confirming that genetic inhibition of IMD blocks intestinal epithelial proliferation. ISC-specific inactivation of IMD was sufficient to block proliferation (Figure 2F), whereas EB-specific inhibition of IMD had no effect (Figure 2G), suggesting a cell-autonomous role for IMD in controlling ISC division. Finally, we discovered that inhibition of the PGN sensors *PGRP-LC* or *PGRP-LE* (Figures 2H–2I) was sufficient to inhibit progenitor-cell proliferation. Collectively, our data indicate that inactivation of IMD in progenitors significantly impairs age-dependent accumulation of mitotically active progenitors in the adult midgut. We consider these findings particularly interesting as increased epithelial immune responses are a hallmark of the aging intestine (Broderick et al., 2014; Buchon et al., 2009a; Guo et al., 2014; Ren et al., 2007).

**Figure 2:**
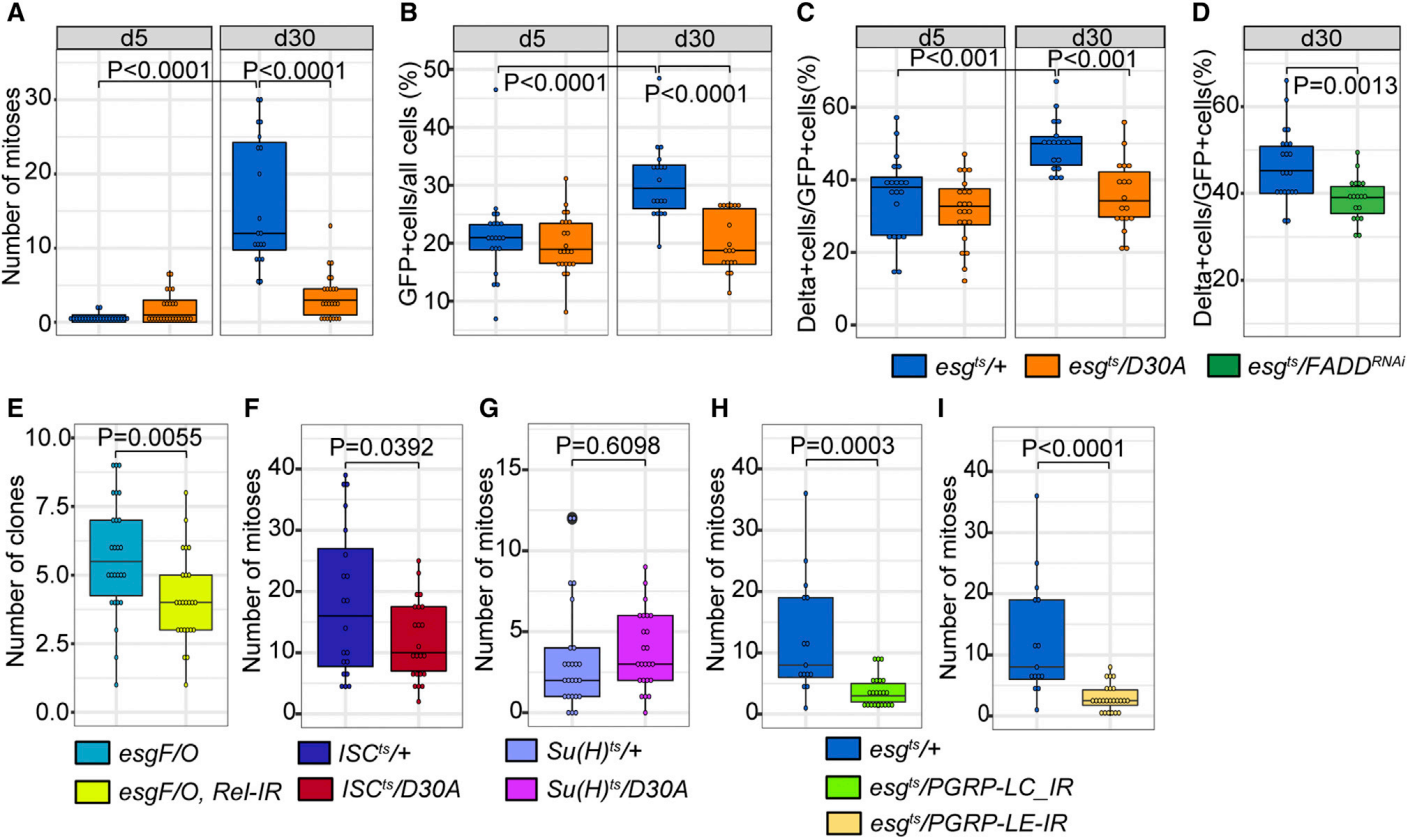
Progenitor-cell IMD activity modifies stem-cell proliferation (A) Quantification of mitoses per gut in intestines from *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies of the indicated ages. (B) Percentage of intestinal epithelial cells that express the progenitor marker *esg* in *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies. (C) Percentage of progenitors that express the stem-cell marker Delta in *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies. For (A)–(C), n = 20 at day 5 and 18 at day 30 in *esg*^*ts*^*/+* flies and n = 22 at day 5 and 18 at day 30 in *esg*^*ts*^/*D30A* flies. (D) Percentage of progenitors that express the stem-cell marker Delta in *esg*^*ts*^/*+* (n = 21) and *esg*^*ts*^/*FADD*^*RNAi*^ (n = 18) flies. (E) Quantification of GFP-marked mitotic clones in the posterior midgut of *esg*^*F/O*^ (n = 26) and *esg*^*F/O*^, *rel-IR* (n = 24) flies 9 days after marking of mitotic clones. (F) Quantification of mitoses per gut in *ISC*^*ts*^*/+* ( n = 21) and *ISC*^*ts*^*/D30A* (n = 24) 27-day-old flies. (G) Quantification of mitoses per gut in 27-day-old *Su(H)*^*ts*^/+ (n = 25) and *Su(H)*^*ts*^*/D30A* (n = 24) flies. (H and I) Quantification of mitoses per gut in 27-day-old *esg*^*ts*^/*+* (n = 15), *esg*^*ts*^/*PGRP-LC-IR* (n=22) (H) and *esg*^*ts*^/*PGRP-LE-IR* (n = 24) (I) flies. Statistical significance for (A)–(C) was calculated using an ANOVA followed by pairwise Tukey comparisons, and significance for (D)– (I) was calculated using a Student's t test.

### Single-cell analysis uncovers impacts of progenitor-cell IMD on the intestinal epithelium

Similar to vertebrates, the *Drosophila* intestine is a highly heterogenous tissue. Multipotent stem cells generate distinct epithelial lineages that control nutrient acquisition, hormone production, and responses to intestinal microbes in a regionally specialized fashion. Thus, although our data implicate IMD in progenitor-cell division, we do not yet understand the consequences of blocking IMD in progenitors for the entire intestine. To determine the effects of progenitor-specific IMD inhibition on all epithelial cell types, we resolved the transcriptomes of 10-day-old *esg*^*ts*^/+ and *esg*^*ts*^*/D30A* intestines at the single-cell level (Figures S3A and S3B). 

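The second library was made in the same way from 27 guts of virgin *esg* ts*/D30A* females, in which the inhibitory *imdD30A* transgene is expressed in progenitors under *esg* ts control. It held 6322 barcodes with 53275921 UMIs, and a median of 1214 UMIs and 415 genes per barcode. After the same filters and the removal of 218 barcodes with the highest doublet scores, 4083 cells remained, with 49454149 UMIs and a median of 1698 UMIs and 552 genes per cell. With 1 library per genotype no test between the genotypes was possible, and a difference between genotypes is also a difference between libraries. The counts were checked against the labels through *imd* (FBgn0013983), on chromosome 2R of BDGP6.54 from 18409796 to 18413599, whose transcripts include those of the transgene where these carry the gene's counted sequence. Over all kept cells *imd* had 346 UMIs, or 11.6 CPM (95% Poisson interval, 10.4 to 12.9), in *esg* ts/+ and 832 UMIs, or 16.8 CPM (15.7 to 18.0), in *esg* ts*/D30A*. It was at 9.96 and 14.3 CPM in progenitor-like cells, at 10.9 and 18.3 CPM in enterocyte-like cells, and at 18.9 and 29.4 CPM in enteroendocrine-like cells. The higher level in *esg* ts*/D30A* goes with the labels, although it was not limited to progenitor-like cells, and transcripts of the transgene and of the gene itself could not be separated.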

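Of the barcodes in the files, 3.40% from *esg* ts/+ and 31.9% from *esg* ts*/D30A* had over 25% of their UMIs on mitochondrial genes, the limit used to remove dead or damaged cells. The number of barcodes with under 200 genes was 7 and 82. Doublets were removed as a fixed share of 0.8% per 1000 barcodes, ranked by their Scrublet score, because the automatic threshold of that tool marked 0 and 1 barcodes. In all, 93.3% of the *esg* ts/+ barcodes and 64.6% of the *esg* ts*/D30A* barcodes were kept. An upper limit of 3500 genes per cell in place of the doublet scores left 3895 and 3837 cells. The alternative that moved the numbers of *esg* ts/+ cells most was a stricter filter of at least 500 genes and at most 10% mitochondrial UMIs, which left 1699 and 1977 cells.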

After excluding dead cells and doublets, we prepared RNA sequencing profiles of 3,675 cells from *esg*^*ts*^/+ intestines and 3,654 cells from *esg*^*ts*^*/D30A* intestines. Using unsupervised graph-based clustering of data from *esg*^*ts*^/+ intestines, we identified all cell types previously described in the adult gut, including progenitors that expressed growth and differentiation regulators, enteroendocrine cells that produced peptide hormones, and enterocytes dedicated to digestion (Figure S3). 

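Besides the progenitor-like cells, the *esg* ts/+ library held 1462 enterocyte-like cells, which formed 36.9% of the kept cells (95% interval, 35.4% to 38.5%), 163 enteroendocrine-like cells (4.12%, 3.52% to 4.79%), and 74 copper cell-like cells (1.87%, 1.47% to 2.34%). These classes come from clusters of both libraries together. A cluster took a name when at least 3 of a class's markers were detected in it, each in at least 10% of its cells and at least 1.5-fold above the other cells. The markers were chosen in advance, but these thresholds were set after the clusters had been seen. The remaining 1696 cells, 42.9%, lay in clusters that stayed unnamed. Most of these had under 3 markers of any class. A cluster of 147 *esg* ts/+ cells had 5 enterocyte markers, but its 10 leading genes held more markers of another class, *Peritrophin-15a* and *Peritrophin-15b* of the cardia, and it was left unnamed for that reason. Their median depth was 727.0 UMIs per cell.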

A more detailed examination of single-cell transcriptomes from *esg*^*ts*^/+ intestines uncovered clear signs of specialization among the individual cell types. Specifically, we discovered regionalized and cell-type-specific expression patterns for regulators of metabolism, growth, differentiation, PGN sensing and scavenging, and oxidative stress responses (Figure S4). Thus, our profile of *esg*^*ts*^/+ guts accurately recapitulated known features of spatial and functional specialization within the fly gut (Dutta et al., 2015; Hung et al., 2020), providing a reliable control for analysis of intestines with impaired progenitor-cell IMD.

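Both libraries were clustered together in Seurat with anchors between the libraries, 2000 variable genes per library, 30 dimensions, and a resolution of 0.8. The genes whose differences are reported were left out of the variable genes, so that the classes were not formed on them. Differences in expression were computed within each class from the UMIs summed over its cells in each library, as the log2 ratio of the CPM in *esg* ts*/D30A* over that in *esg* ts/+. The intervals are exact intervals for a ratio of Poisson counts. Progenitor-like cells held 7126929 UMIs in *esg* ts/+ and 12919666 in *esg* ts*/D30A*, enterocyte-like cells 15631473 and 22508708, and enteroendocrine-like cells 793050 and 1293891. Ratios of CPM depend on the most abundant genes, so the median log2 ratio of all genes was not 0 in each class. It was 0.14 over 7244 genes in progenitor-like cells, 0.47 over 7598 genes in enterocyte-like cells, and −0.02 over 5679 genes in enteroendocrine-like cells. Values given as relative to all genes have this median subtracted.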

To determine if blocking IMD in progenitors affects mature epithelial cells, we used the integrated data analysis workflow in Seurat to identify cell-type-specific differences in gene-expression patterns between *esg*^*ts*^/+ and *esg*^*ts*^*/D30A* intestines. Unsupervised clustering of the integrated data resolved progenitors, enterocytes, and enteroendocrine cells, as well as cardia, copper cells, an enterocyte-like cluster, a cluster of immature enterocytes, and three lineages of unknown function (Figure 3B). 

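Progenitor-like cells formed 13.4% of the kept cells in *esg* ts*/D30A* (95% interval, 12.4% to 14.5%), a difference of −0.80 percentage points from *esg* ts/+ (−2.31 to 0.71). Enteroendocrine-like cells formed 3.63% (3.07% to 4.24%), a difference of −0.49 points (−1.34 to 0.35). With these filters neither difference was distinguishable from counting error, but this depended on the filter. The progenitor-like difference was −6.20 points (−9.14 to −3.25) with the stricter cell filter and −4.08 points (−5.40 to −2.78) with none, and the enteroendocrine-like difference was −0.95 points (−1.73 to −0.21) with none. Enterocyte-like cells formed 34.4% (32.9% to 35.9%), a difference of −2.55 points (−4.64 to −0.46), but of −1.01 (−4.24 to 2.22) with the stricter filter, an interval that takes in 0. Copper cell-like cells formed 2.82% (2.33% to 3.37%), a difference of 0.95 points (0.29 to 1.62). The interval of that difference took in 0 with all variable genes (0.46, −0.27 to 1.19), without doublet removal (0.65, −0.06 to 1.36), and without a cell filter (0.26, −0.28 to 0.79), while the difference was 2.19 with the stricter filter and 2.83 with the libraries merged without integration. At a resolution of 0.4 no cluster was named as copper cells. Unnamed clusters held 45.8% of the *esg* ts*/D30A* cells (44.2% to 47.3%). The enterocyte-like share was the least stable of these. When the libraries were merged without integration, its difference became −22.1 points.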

Comparisons between the two genotypes suggested mild effects of blocking IMD in progenitors on the generation of mature IECs. For example, we noted fewer enterocyte (EC)-like cells and considerably more cardia in intestines from *esg*^*ts*^*/D30A* than in *esg*^*ts*^*/+* flies (Figure 3B). Furthermore, blocking IMD in progenitors affected the expression of genes associated with critical regulatory functions in the gut. For example, intestines from *esg*^*ts*^*/D30A* flies were characterized by shifts in RNA processing and translation in ECs, diminished precursor metabolite generation in enteroendocrine cells, and increased expression of genes involved in autophagy, cell polarity, and adhesion in progenitors (Figure 3C). 

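The cardia cluster was approached through *Pgant4*, a marker of the cardia, the valve between foregut and midgut. The cluster with the highest level of *Pgant4* relative to other cells, 25.5-fold, is called cluster 5. It held 24 cells, or 0.606% of the kept cells (95% interval, 0.389% to 0.901%), in *esg* ts/+ and 403 cells, or 9.87% (8.97% to 10.8%), in *esg* ts*/D30A*. Too few cardia markers were detected in it for a name under the rule used, and because almost all of its cells came from 1 library, it cannot be separated from a feature of that library. Its cells were shallow, with medians of 1388.5 and 1239 UMIs. The difference of 9.26 percentage points fell to 2.31 with the stricter cell filter, the alternative that moved it most. Under the same filter a different cluster met the rule for the cardia, with 3 markers. It held 28 *esg* ts/+ and 18 *esg* ts*/D30A* cells, a difference of −0.74 points (−1.53 to −0.0094). No cluster was matched to the enterocyte-like clusters of Fig. 3B, because the paper's text gives no markers for them. The enterocyte-like cells reported here are all clusters with digestive enzyme markers, a different population.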

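The Gene Ontology terms were approached with gene lists fixed in advance, each summarised by its median log2 ratio of CPM, *esg* ts*/D30A* over *esg* ts/+, over genes with at least 20 UMIs. The percentile of a median is its place among 10000 random lists of the same size and similar expression, which describes these libraries and is not a test. In enterocyte-like cells, 83 ribosomal protein genes had a median of −0.06 (95% interval, −0.07 to −0.05), at percentile 0.02, with 34 genes higher and 49 lower. Relative to all genes in that class the median was −0.53, the scaling that moved this value most. No list for RNA processing had been fixed, so that term was not analysed here. In enteroendocrine-like cells, 62 genes of energy metabolism had a median of −0.21 (−0.29 to −0.19), at percentile 0.35, with 13 higher and 49 lower, or −0.19 relative to all genes. In progenitor-like cells, the median of 23 autophagy genes was 0.28 (0.11 to 0.43), at percentile 88.2, with 16 higher and 7 lower. The 15 polarity genes had a median of 0.31 (0.17 to 0.40), at percentile 96.7, with 11 higher and 4 lower. The 20 adhesion genes had a median of 0.42 (0.30 to 0.53), at percentile 99.9, with 17 higher and 3 lower. Relative to all genes, the autophagy, polarity, and adhesion medians were 0.14, 0.17, and 0.28. The autophagy and polarity medians lay within the central 95% of random lists, and the adhesion median above it.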

Notably, blocking IMD in progenitors did not affect expression of antimicrobial peptides, or PGN recognition proteins, in differentiated ECs (Table S2), further arguing that expression of *imdD30A* in progenitor cells does not inhibit immune activity in progeny. Instead, we observed substantial effects of inhibiting IMD on expression of genes with essential roles in progenitor-cell division and polarity (Figure 3D), including the Notch signaling modifier *Npc2f*, the Notch pathway target *E*(*spl*)*m3-HLH*, and *Snakeskin* (*Ssk*) a key regulator of intestinal-stem-cell activity (Figure 3E). Thus, and consistent with data presented in Figures 1 and 2, our results indicate that inhibition of IMD in progenitors has significant effects on progenitor-cell homeostasis.

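Over 14 antimicrobial peptide genes, enterocyte-like cells had 52 UMIs in *esg* ts/+ and 161 in *esg* ts*/D30A*, or 3.33 CPM (95% Poisson interval, 2.48 to 4.36) and 7.15 CPM (6.09 to 8.35). The log2 ratio of these sums was 1.10 (0.65 to 1.58), or 0.63 relative to all genes in that class, the lowest value under any alternative. Sums were used because only 3 of the genes reached 20 UMIs, a choice made after these counts had been seen. The median of those 3 genes was 1.70. *AttD* rose from 24 to 112 UMIs, a log2 ratio of 1.70, but 1 cell held 38.4% of its UMIs in *esg* ts*/D30A*. *Def* had 0 UMIs in *esg* ts/+ and 24 in *esg* ts*/D30A*, at least 5.56-fold higher when 0 is set to 3 counts over the group, and *Dro* had 18 and 11, a log2 ratio of −1.24. The sum over the 14 genes also rose in progenitor-like cells, by 1.34 (0.42 to 2.38) from 12 and 55 UMIs. The rise was therefore not specific to enterocyte-like cells. In enteroendocrine-like cells, with 3 and 10 UMIs, it was 1.03 (−0.93 to 3.53). The levels in enterocyte-like cells were low in both genotypes and have no replicate check. The 13 PGRP genes, which encode peptidoglycan recognition proteins, had 26756 and 52183 UMIs in sum, or 1712 and 2318 CPM, a log2 ratio of 0.44 (0.42 to 0.46). Of these UMIs in *esg* ts*/D30A*, 40722 were of *PGRP-SC2* (FBgn0043575), at 1276 and 1809 CPM. Relative to all genes, the ratio of the sums reversed to −0.04 and that of *PGRP-SC2* was 0.03, and with each cell weighted equally *PGRP-SC2* was lower in *esg* ts*/D30A* (−0.23). The median of the 10 PGRP genes with at least 20 UMIs was 0.19, with 7 higher and 3 lower, at percentile 8.05, and −0.29 relative to all genes. The highest ratio was that of *PGRP-SD* (FBgn0035806), 1.40 (0.78 to 2.05) from 28 and 106 UMIs, or 0.92 relative to all genes, although a single cell held 18.9% of its *esg* ts*/D30A* UMIs and the log2 ratio of the mean over cells was 0.22. *PGRP-LB* and *PGRP-LA* had log2 ratios of −0.18 and −0.38. Those of *PGRP-SC1a* (0.62) and *PGRP-SC1b* (0.78) are uncertain, since the genes are near-identical copies and counting could have split their reads. The value of *PGRP-LD* is likewise uncertain, since it overlaps *Pmi*.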

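*E(spl)m3-HLH* (FBgn0002609), on chromosome 3R of BDGP6.54 from 26021823 to 26023127 with 1 exon, rose from 81.9 to 197.8 CPM in progenitor-like cells. Its log2 ratio, *esg* ts*/D30A* over *esg* ts/+, was 1.27 (95% interval, 1.14 to 1.40), from 584 and 2555 UMIs. *Npc2f* (FBgn0039154), on chromosome 3R from 24137895 to 24140936, fell from 56.97 to 14.7 CPM, a log2 ratio of −1.95 (−2.21 to −1.70), from 406 and 190 UMIs. *Ssk* (FBgn0036945), on chromosome 3L from 20188522 to 20189779, fell from 57.3 to 12.2 CPM, a log2 ratio of −2.24 (−2.51 to −1.97), from 408 and 157 UMIs. A single cell held 14.2% of the *Ssk* UMIs in *esg* ts/+. Both genes were more abundant outside progenitors. The other *esg* ts/+ cells held *Npc2f* at 897.6 CPM and *Ssk* at 1033 CPM, and free RNA equal to 6.35% and 5.54% of those levels would account for their UMIs in progenitor-like cells. Over 26 digestive protease genes, markers of enterocytes, the median level in progenitor-like cells was 5.99% of that in the other cells. In *esg* ts*/D30A* this share was 4.07%, and the other cells held *Npc2f* at 403.7 CPM and *Ssk* at 851.6 CPM. From these changes free RNA alone would give a log2 ratio of −1.66 for *Npc2f*, with a range over the proteases from −2.71 to −0.64, and of −0.79 for *Ssk*, from −1.84 to 0.23. For *E(spl)m3-HLH*, whose level in the other *esg* ts*/D30A* cells was 4.98 CPM, free RNA could not account for the rise. Of the 5 genes plotted, *Ssk* moved most between alternatives, to a log2 ratio of −1.02 when the libraries were merged without integration. No direction changed under any of 11 alternatives.

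**Figure D2:**
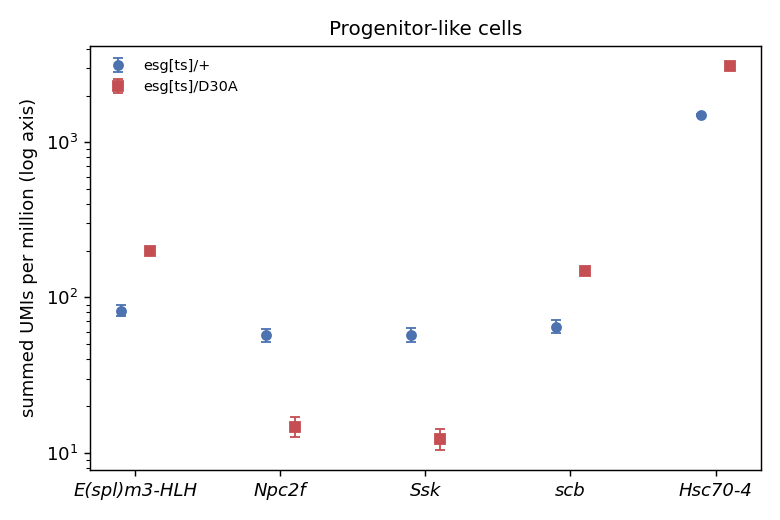
Level in CPM from summed UMIs (log axis) of the 5 genes of Fig. 3E in progenitor-like cells of each genotype, 1 library each, with exact 95% Poisson intervals as bars. *E(spl)m3-HLH*, *scb*, and *Hsc70-4* are higher in *esg* ts*/D30A*, and *Npc2f* and *Ssk* fall to 14.7 and 12.2 CPM.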

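Several genes with other roles in progenitors changed less. The log2 ratios in progenitor-like cells were 0.29 for *Dl*, 0.24 for *esg*, 0.08 for *N*, 0.22 for *Rel*, −0.19 for *PGRP-LC*, and 0.67 for *pirk*, before the median of all genes is subtracted. *PGRP-SD* was an exception, with 59 and 870 UMIs in progenitor-like cells and a log2 ratio of 3.02 (2.64 to 3.43). A single cell held 24.8% of its *esg* ts*/D30A* UMIs, and with each cell weighted equally the ratio was 1.28. From the changes in genes of progenitor division and polarity, together with its imaging and bulk sequencing results, the paper concludes that inhibition of IMD affects progenitor homeostasis.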

**Figure 3:**
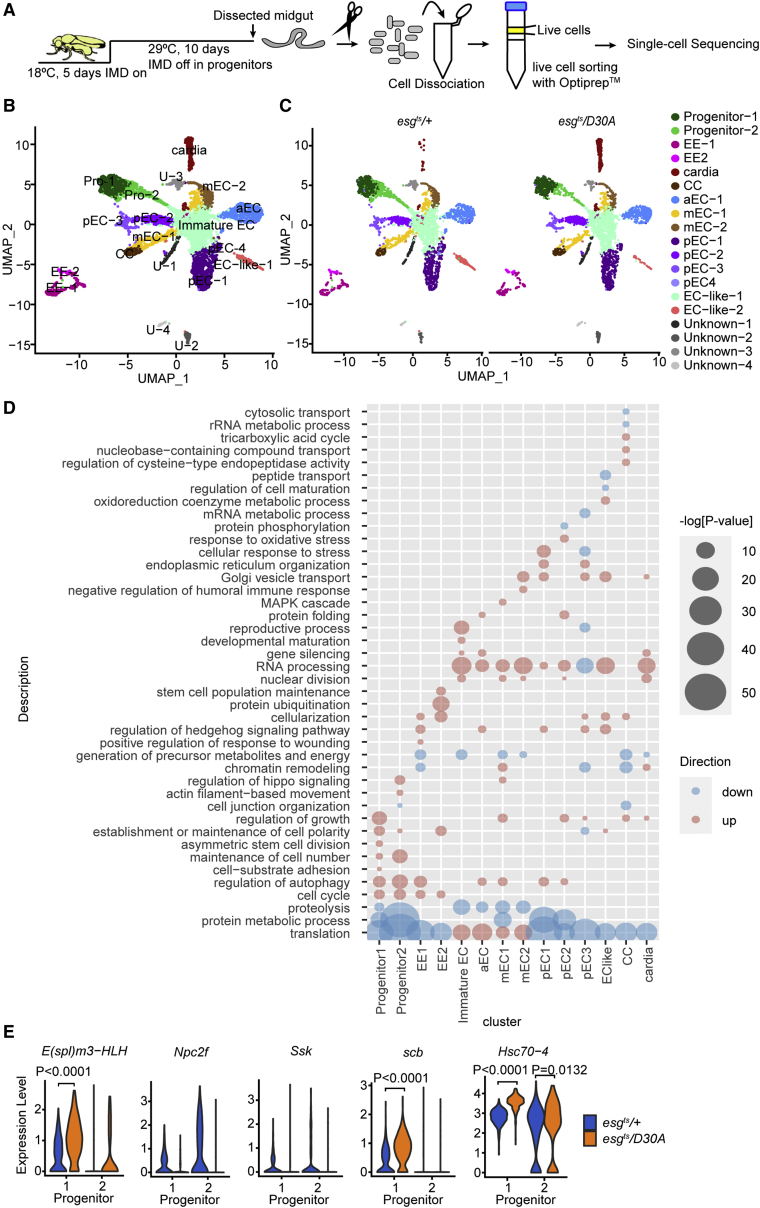
Inactivating IMD in progenitors affects transcriptional activity in all intestinal epithelial cell types (A) Schematic representation of an experimental strategy for single-cell transcriptomic analysis of purified intestinal epithelial cells from *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies. (B) UMAP plot visualizing cell types in integrated data from *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies based on the expression of marker genes. Cells are color-coded by cell type. (C) The same data from (B), split into the labeled genotypes. EE, enteroendocrine cells; CC, copper cells; EC, enterocytes subdivided according to anterior-posterior distribution along the intestine (a, anterior; m, middle; p, posterior). (D) Gene Ontology term analysis of cell-type-specific processes significantly affected by progenitor-restricted inhibition of IMD. Bubble size indicates the log-transformed significance of the respective enrichments. Pink bubbles indicate enhanced terms, and blue bubbles indicate underrepresented terms. (E) Representative violin plots of expression levels for the indicated genes in progenitors of *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies. p values indicate significantly different expression levels. For *Npc2f* and *Snakeskin* (*Ssk*), no expression was observed in progenitors of *esg*^*ts*^/*D30A* flies. See also Figures S3 and S4.

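UMIs of both genes were present in progenitor-like cells of *esg* ts*/D30A*, where *Npc2f* was found in 26.3% of cells and *Ssk* in 24.1%, at a median depth of 17425.5 UMIs per cell. No named class lacked these genes, so that no share of cells with background UMIs alone could be set beside them. In enterocyte-like cells of *esg* ts*/D30A*, with a median of 2698.5 UMIs, the shares were 40.0% and 63.4%. UMIs from free RNA are included in such shares, which do not by themselves show expression by the cells. A background can be set for the levels. Digestive protease genes in these progenitor-like cells had a median of 4.07% of their level in the other cells. At that share, free RNA from the other cells, with *Npc2f* at 403.7 CPM, would reach the 14.7 CPM observed. For *Ssk*, at 851.6 CPM in the other cells, it would far exceed the 12.2 CPM observed. The protease share therefore overstates the background of *Ssk* and does not decide whether the cells express it. *scb* (FBgn0003328) rose from 65.0 to 148.0 CPM, a log2 ratio of 1.19 (95% interval, 1.04 to 1.34), from 463 and 1912 UMIs. *Hsc70-4* (FBgn0266599), on chromosome 3R of BDGP6.54 from 15242687 to 15246614, rose from 1504 to 3110 CPM, a log2 ratio of 1.05 (1.02 to 1.08), from 10717 and 40174 UMIs. Both rose by similar amounts in enterocyte-like cells, by 1.01 and 1.06 relative to all genes of that class, so the rise was not specific to progenitor-like cells.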

As we believe our gene expression data are likely of value to the community outside the scope of the current study, we have deposited both sets on the Broad Institute Single Cell Portal (see experimental procedures for further details).

### IMD affects developmental trajectories within the progenitor compartment

We were intrigued by our observation that blocking IMD in progenitors significantly affected expression of genes required for progenitor-niche interactions and progenitor differentiation. Therefore, we used Monocle to prepare pseudotime developmental trajectories for *esg*^*ts*^*/+* and *esg*^*ts*^*/D30A* intestines. Analysis of the respective datasets successfully re-created developmental transitions from multipotent progenitors to differentiated lineages in both lines (Figures 4A and 4D). To directly examine effects of IMD on progenitors, we created subsets of the progenitor population for each genotype and analyzed gene expression in pseudotime for the respective subsets. Examination of the progenitor population from both genotypes revealed gene-expression patterns characteristic of developmental transitions along a pseudotime trajectory (Figures 4B and 4E). For example, both progenitor populations were characterized by expression of the ISC marker *Dl* in early stages of pseudotime (Figures 4C and 4F). However, IMD inhibition resulted in premature and prolonged pseudotime expression of the Notch targets *E(spl)m3-HLH* (Figures 4G and 4H) and *E(spl)malpha-BFM* (Figures 4I and 4J), the EGF regulator *sprouty* (*sty*; Figures 4K and 4L), the EC fate regulator *klumpfuss* (*klu*; Figures 4M and 4N), and numerous markers of EC maturation (Figure S5), indicating effects of progenitor-cell IMD on EC differentiation. 

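Cells were ordered by diffusion pseudotime in scanpy in place of Monocle3, separately for the 563 and 548 progenitor-like cells of *esg* ts/+ and *esg* ts*/D30A*. The root was the cell with the highest neighbour-averaged score of *esg*, *N*, *Sox21a*, *zfh2*, *hdc*, and *spdo*, and *Dl* and the other genes reported were left out of the order and the root. The cells were divided along the order into early, middle, and late groups, of 188, 188, and 187 cells in *esg* ts/+ and 183, 183, and 182 in *esg* ts*/D30A*. The order was related to depth, with a Spearman correlation with UMIs per cell of 0.699 and 0.499 across cells, which are not independent replicates. The median rose from 4663.5 UMIs in early cells to 19708 in late cells of *esg* ts/+, and from 12437 to 32743 in *esg* ts*/D30A*. The score of the root genes fell along the order (−0.611 and −0.654), and so did the score of enterocyte markers (−0.915 and −0.623). The order runs away from the root genes, while a rise of enterocyte markers towards its end was not seen. Free RNA, which differed between the libraries, was not removed before the ordering.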

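In *esg* ts/+, *Dl*, on chromosome 3R of BDGP6.54 from 19302731 to 19326217, stood at 160.4 CPM in early, 103.2 CPM in middle, and 39.9 CPM in late progenitor-like cells, a log2 ratio of late over early of −2.01 (95% interval, −2.33 to −1.69). In *esg* ts*/D30A* the levels were 185.7, 104.8, and 54.7 CPM, a ratio of −1.77 (−1.96 to −1.57). The direction depended on the root. With the cell of lowest enterocyte marker score as the root, the log2 ratio of *Dl* was 1.62 in *esg* ts/+ and 1.67 in *esg* ts*/D30A*. It also depended on depth. When early and late cells were matched for depth, in 10 groups of cells with like UMIs, an alternative chosen after seeing the data, *Dl* stood at 75.9 and 78.0 CPM in *esg* ts/+, a ratio of 0.04 (−0.27 to 0.35), and at 118.2 and 90.6 CPM in *esg* ts*/D30A*, a ratio of −0.38 (−0.58 to −0.19). At matched depth with the other root the ratios were 0.596 (0.27 to 0.925) and 0.194 (0.000713 to 0.387).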

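*E(spl)m3-HLH* was at 135.3 CPM in early, 104.8 CPM in middle, and 58.7 CPM in late cells of *esg* ts/+, and at 278.3, 202.2, and 170.5 CPM in *esg* ts*/D30A*. Its log2 ratio of late over early was −1.21 (95% interval, −1.51 to −0.89) in *esg* ts/+ and −0.71 (−0.85 to −0.57) in *esg* ts*/D30A*. Its level was higher in *esg* ts*/D30A* at each stage and, along this order, fell less. With the first principal component as the order the fall was alike, with ratios of −0.83 in *esg* ts/+ and −0.84 in *esg* ts*/D30A*. *E(spl)malpha-BFM* (FBgn0002732), on chromosome 3R of BDGP6.54 from 26010893 to 26011568, was at 696.5, 553.2, and 271.0 CPM in *esg* ts/+ and at 704.0, 447.9, and 252.0 CPM in *esg* ts*/D30A*, ratios of −1.36 and −1.48. *sty* (FBgn0014388), on chromosome 3L from 3401153 to 3424935, was at 699.5, 558.3, and 288.9 CPM in *esg* ts/+ and at 1320, 790.6, and 446.5 CPM in *esg* ts*/D30A*, ratios of −1.28 and −1.56. *klu* (FBgn0013469), on chromosome 3L from 10981171 to 11009188, was at 283.6, 208.5, and 172.3 CPM in *esg* ts/+ and at 217.1, 190.4, and 163.4 CPM in *esg* ts*/D30A*, ratios of −0.72 and −0.41. Over the whole progenitor-like class the log2 ratio of *esg* ts*/D30A* over *esg* ts/+ was 0.72 for *sty*, −0.14 for *klu*, and −0.09 for *E(spl)malpha-BFM*. Among cells matched for depth the 4 genes were still lower in late cells, with ratios of −0.50, −0.57, −0.79, and −0.46 in *esg* ts/+ and −0.22, −0.83, −1.10, and −0.27 in *esg* ts*/D30A*. With the other root, the late over early ratio changed sign for *E(spl)malpha-BFM* and *sty* in *esg* ts/+ and for all 4 genes in *esg* ts*/D30A*. From the expression of these genes along pseudotime, the paper concludes that progenitor IMD affects enterocyte differentiation.

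**Figure D3:**
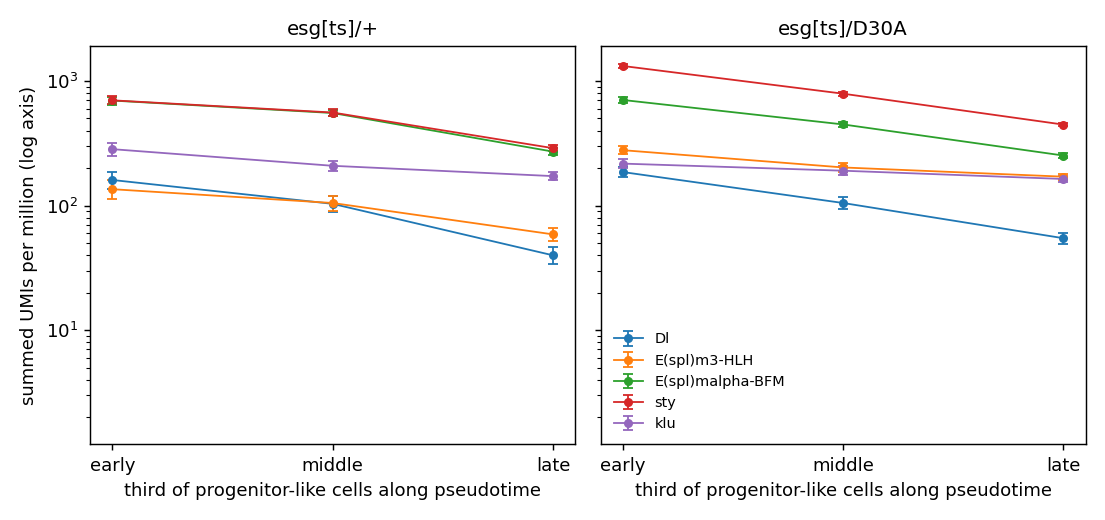
Level in CPM from summed UMIs (log axis) of *Dl*, *E(spl)m3-HLH*, *E(spl)malpha-BFM*, *sty*, and *klu* in early, middle, and late progenitor-like cells along diffusion pseudotime, with exact 95% Poisson intervals as bars. With the root used here each gene is lower in late than in early cells of both genotypes, and *E(spl)m3-HLH* falls from 135.3 to 58.7 CPM in *esg* ts/+ and from 278.3 to 170.5 CPM in *esg* ts*/D30A*.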

To test if blocking IMD in progenitors impacts the transition from ISC to enteroblast, we monitored expression of fluorescent markers in *esgGAL4*, *UAS-CFP*, and *Su(H)-GFP; GAL80*^*ts*^ flies that expressed ImdD30A. In these flies, ISCs are visible as CFP-positive cells (pseudocolored as yellow), and enteroblasts are visible as CFP and GFP double-positive cells (pseudocolored as magenta). Consistent with putative interactions between IMD and Notch, we found that blocking IMD significantly increased the percentage of progenitors that expressed the enteroblast marker *Su*(*H*)*-GFP* (Figures 4O and 4P). Thus, in agreement with the loss of ISCs noted in *esg*^*ts*^*/D30A* intestines (Figure 2), our data argue that IMD activity influences progenitor-cell composition in the fly intestinal epithelium.

**Figure 4:**
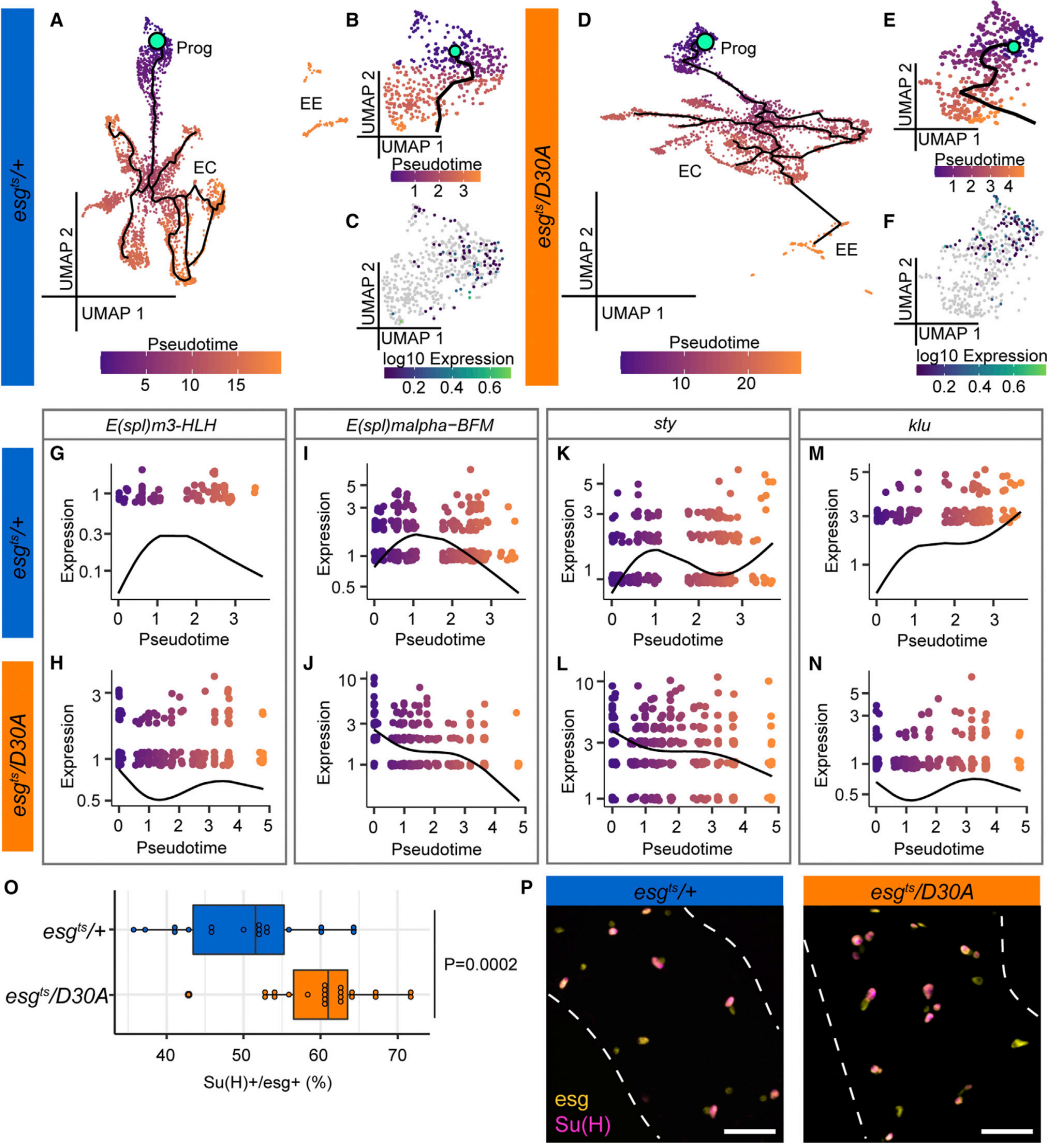
Inhibition of IMD affects developmental trajectories within the progenitor compartment Single-cell datasets from Seurat for each individual genotype were loaded into Monocle3, and pseudotime analysis was performed on midgut epithelial cells. (A and D) *esg*^*ts*^*/+* midguts with wild-type progenitors (A) and *esg*^*ts*^*/D30A* midguts with IMD-deficient progenitors (D). Mint green circles denote the root node and beginning of the intestinal trajectories. Dark purple marks cells at the beginning of pseudotime, while orange marks cells late in pseudotime. Black lines show trajectories. Prog, progenitors; EC, enterocytes; EE, enteroendocrine cells. (B and E) Pseudotime within progenitor subsets of (A) and (D), respectively. (C and F) *Delta* (*Dl*) expression patterns within *esg*^*ts*^*/+* progenitors (C) and *esg*^*ts*^*/D30A* progenitors (F). Gray dots are cells with no detectable expression. (G–N) Expression of Notch target genes *E(spl)m3-HLH*, *E(spl)malpha-BFM,* the EGF inhibitor *sprouty (sty*), and the EC fate regulator *klumpfuss* (*klu*) over pseudotime within progenitor subsets of the indicated genotypes. (O) Percent of *esg+* progenitors that are positive for the enteroblast marker *Su(H)+* in *esg*^*ts*^*, UAS-CFP, Su(H)-GFP/+* (n = 18) and *esg*^*ts*^*, UAS-CFP, Su(H)-GFP /D30A* (n = 22) posterior midguts 14 days after transgene expression. Significance found using Student’s t test. (P) Representative images of intestines used to gather data for (O). Scale bars represent 25 μm. See also Figure S5.

### Progenitor IMD affects generation of mature enteroendocrine cells

IMD inhibition impaired ISC proliferation, diminished ISC numbers, and impacted cell-type composition within the progenitor compartment, suggesting possible effects of progenitor-cell IMD on the development of mature epithelial cells. To determine if inhibition of IMD in progenitors affects epithelial differentiation, we monitored the *prospero*-positive enteroendocrine (EE) cell population in *esg*^*ts*^*/+* and *esg*^*ts*^*/D30A* intestines. We focused on EE cells, as fly EE cells have been characterized to a single-cell resolution (Guo et al., 2019; Hung et al., 2020), permitting detailed comparisons between *esg*^*ts*^*/+* and *esg*^*ts*^*/D30A* intestines. *Drosophila* EE cells can be divided into subsets with distinct peptide-hormone expression profiles that are stable during homeostasis or after recovery from infection (Beehler-Evans and Micchelli, 2015). Therefore, we tested if inhibition of IMD in progenitors affected the representation of EE subsets in the intestine. 

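The 163 enteroendocrine-like (EE-like) cells of *esg* ts/+ and the 148 of *esg* ts*/D30A* were clustered separately, with 10 dimensions and the 14 peptide hormone genes left out of the variable genes, so that the clusters were not formed on the peptides. This gave 5 clusters in *esg* ts/+ and 4 in *esg* ts*/D30A*. Across 12 alternatives the number lay between 4 and 6 in each genotype, and a higher resolution of 1.2 gave 6 in both. The median depth was 4624 UMIs per EE-like cell in *esg* ts/+ and 8130.5 in *esg* ts*/D30A*.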

Using unsupervised clustering, we found that EE cells clustered into five subsets in both genotypes (Figures 5A and 5B). 

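The clusters of EE-like cells are numbered here from the largest, and the numbers are not those of the paper. In *esg* ts/+, cluster 0 (48 cells) had *Orcokinin*, *AstC*, and *NPF* as its most abundant peptide transcripts, cluster 1 (44 cells) *AstA*, *CCHa2*, and *AstC*, and cluster 2 (29 cells) *AstC*, *Tk*, and *Dh31*. Cluster 3 (22 cells) was led by *NPF*, *Tk*, and *Orcokinin*, and cluster 4 (20 cells) by *Tk*, *NPF*, and *CCHa2*. In *esg* ts*/D30A*, cluster 0 (45 cells) was led by *Tk*, *Dh31*, and *NPF*, and cluster 1 (39 cells) by *CCHa2*, *AstC*, and *Orcokinin*. Cluster 2 (39 cells) was led by *NPF*, *Orcokinin*, and *Tk*, and cluster 3 (25 cells) by *AstA*, *CCHa1*, and *AstC*.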

In both genotypes, each EE subset had a signature hormone-expression pattern (Figures 5C and 5D). In some cases, subset-restricted expression patterns were conserved between *esg*^*ts*^*/D30A* and *esg*^*ts*^*/+* EE cells. For example, matching an earlier characterization of EE subsets (Beehler-Evans and Micchelli, 2015), we found that cells from *esg*^*ts*^*/+* subset zero, and from *esg*^*ts*^*/D30A* subset two, expressed *Tk* and *Dh31*. Likewise, *esg*^*ts*^*/+* subset three cells and *esg*^*ts*^*/D30A* subset one cells were characterized by enhanced expression of *NPF* and by partial expression of *Gbp5* and *CCAP*. In contrast, we did not detect a counterpart of *esg*^*ts*^*/D30A* subset zero cells in *esg*^*ts*^*/+* controls, and we saw minimal conservation of *esg*^*ts*^*/+* subset zero gene expression patterns in *esg*^*ts*^*/D30A* EE cells, suggesting functional differences between EE cells in *esg*^*ts*^*/D30A* flies compared with *esg*^*ts*^*/+* flies. 

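Here *Tk* (FBgn0037976), on chromosome 3R of BDGP6.54 from 11994175 to 12005473, and *Dh31* were abundant in EE-like cluster 2 of *esg* ts/+, at 11470 and 7495 CPM, and in EE-like cluster 0 of *esg* ts*/D30A*, at 37100 and 9299 CPM. Across the 14 peptides, the CPM of these clusters had a Spearman correlation of 0.913. Peptides are not independent replicates, so this value only describes how alike the clusters were.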

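*NPF* (FBgn0027109), on chromosome 3R of BDGP6.54 from 16609220 to 16611325, stood at 133600 CPM in EE-like cluster 3 of *esg* ts/+ and at 95550 CPM in EE-like cluster 2 of *esg* ts*/D30A*. *Gpb5* was at 352.5 and 282.0 CPM in these clusters and *CCAP* at 144.6 and 52.1 CPM. Their correlation across the 14 peptides was 0.907.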

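Clusters 3 and 1 of *esg* ts*/D30A* both had their highest correlation across the 14 peptides with cluster 1 of *esg* ts/+, at 0.921 and 0.75. A highest correlation exists for every cluster, and no value was set below which a cluster counts as unmatched. With 4 *esg* ts*/D30A* clusters against 5, at least 1 *esg* ts/+ cluster is left over by number alone. The *Orcokinin*-led cluster 0 of *esg* ts/+, with *Orcokinin* (FBgn0034935) at 169500 CPM, reached a correlation of at most 0.616 with any *esg* ts*/D30A* cluster, and cluster 4 at most 0.788. The cells of cluster 0 were shallow, with a median of 1880.5 UMIs. At the resolution of 1.2, *esg* ts*/D30A* also had an *Orcokinin*-led cluster, of 23 cells at 192200 CPM, and a cluster of 21 cells led by *Tk* and *NPF*, as cluster 4 of *esg* ts/+ is. The paper proposes from such comparisons that EE cells differ functionally between the genotypes.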

When we classified EE cells based on the number of peptides they expressed, we noted further differences between *esg*^*ts*^*/+* and *esg*^*ts*^*/D30A* intestines. In particular, fewer EE cells expressed zero or one peptide in *esg*^*ts*^*/D30A* guts than in *esg*^*ts*^*/+* guts, and a greater proportion expressed two or more peptides (Figure 5E). Likewise, for thirteen of fourteen peptides examined, a greater percentage of *esg*^*ts*^*/D30A* EE cells expressed the respective peptide than *esg*^*ts*^*/+* controls (Figure 5F), indicating enhanced peptide expression in *esg*^*ts*^*/D30A* flies. 

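Of the EE-like cells, 0 of 163 in *esg* ts/+ and 0 of 148 in *esg* ts*/D30A* had none of the 14 peptides, which allows shares of up to 1.84% and 2.03%, from 3 counts of the total. A single peptide was found in 5 *esg* ts/+ cells, or 3.07% (95% interval, 1.00% to 7.01%), and in 0 *esg* ts*/D30A* cells. In *esg* ts/+, 9.82% had 2 peptides, 21.5% had 3, 20.3% had 4, and 45.4% had 5 or more. In *esg* ts*/D30A* these shares were 6.08%, 10.1%, 14.2%, and 69.6%. At least 2 peptides were found in 96.9% of the *esg* ts/+ cells (93.0% to 99.0%) and in all 148 *esg* ts*/D30A* cells, and the mean number per cell was 4.33 and 5.28. Cells of *esg* ts*/D30A* were deeper, and after thinning each cell to 2000 UMIs, which left out 33 and 11 cells, at least 2 peptides were found in 98.5% and 99.3%, with means of 3.65 and 4.14. The mean difference over 100 such random draws was 0.332 peptides per cell, from 0.153 to 0.498, against 0.946 before thinning. As a reference for free peptide RNA, enterocyte-like cells, with medians of 1719.5 and 2698.5 UMIs, had at least 2 peptides in 9.51% of *esg* ts/+ and 26.4% of *esg* ts*/D30A* cells. After thinning these background shares were 6.29% (4.53% to 8.47%) and 10.1% (8.13% to 12.4%). The alternative that moved the difference in cells with at least 2 peptides most was merging without integration, which gave 6.85 percentage points in place of 3.07. With EE cells taken as cells with a UMI of *pros*, 8.86% and 7.24% had no peptide and 10.97% and 8.88% had 1.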

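The share of EE-like cells with at least 1 UMI was higher in *esg* ts*/D30A* for 13 of the 14 peptides. The exception was *AstC* (FBgn0032336), in 60.1% of *esg* ts/+ and 56.1% of *esg* ts*/D30A* cells. The number was 12 after thinning, where *Gpb5* was also lower, and 11 when EE cells were taken as cells with a UMI of *pros*, the alternative with the lowest number. Over 100 random draws of the thinning it lay between 7 and 13. For none of the 14 peptides did the 95% intervals of the shares separate. Such overlap does not show that a difference lies within counting error. *Orcokinin* was in 66.3% of *esg* ts/+ and 79.7% of *esg* ts*/D30A* cells, or 52.3% and 56.9% after thinning, and in 12.1% and 29.5% of enterocyte-like cells. *Tk* was in 41.1% and 51.4%, or 45.4% and 50.4% after thinning, against 3.22% and 9.90% of enterocyte-like cells. *CCHa2* was in 29.4% and 40.5%, or 23.8% and 34.3% after thinning, against 3.83% and 15.0% of enterocyte-like cells. The summed level rose for 9 peptides and fell for 5, with intervals above 0 for 8 and below 0 for 3. For *Tk* the log2 ratio of CPM was 1.16, for *CCHa2* 1.21, for *Mip* 1.74, for *Dh31* 0.92, for *AstC* 0.54, for *AstA* 0.44, for *Nplp2* 1.33, and for *sNPF* 1.88. For *ITP* it was 0.44 (−0.22 to 1.12). It was −0.72 for *Orcokinin*, −0.46 for *CCHa1*, and −0.19 for *NPF*, and for *Gpb5* (−0.36, −0.72 to 0.00) and *CCAP* (−0.34, −0.95 to 0.29) the fall was within counting error. For these 5 peptides and for *AstC* the share and the level moved in opposite directions, so no order is read from their shares. The paper concludes from the shares that peptide expression is enhanced in *esg* ts*/D30A* flies.

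**Figure D4:**
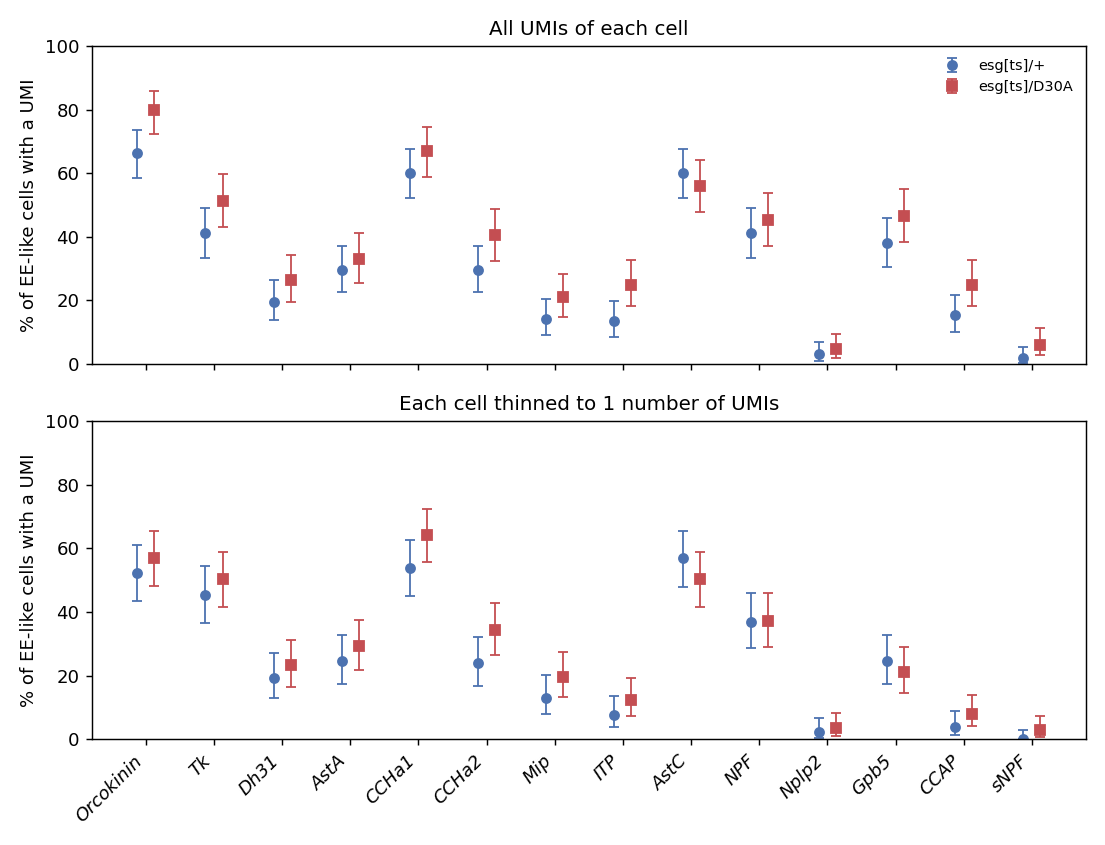
Percentage of EE-like cells with at least 1 UMI of each of 14 peptide hormones in each genotype, with all UMIs of each cell (top) and with each cell thinned to 2000 UMIs (bottom), and exact 95% intervals as bars. *Orcokinin* is in 66.3% and 79.7% of cells at full depth and in 52.3% and 56.9% after thinning.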

To directly test the effects of blocking IMD in progenitors on peptide-expression levels, we performed an RNA-seq analysis of dissected midguts from *esg*^*ts*^*/D30A* and *esg*^*ts*^*/+* flies. With the exceptions of *ITP* and *Gpb5*, we found that blocking IMD in progenitors resulted in increased expression of the remaining twelve peptides (Figure 5G), confirming a link between IMD inhibition and peptide-hormone expression. Finally, we quantified EE numbers in posterior midguts of *esg*^*ts*^*/+* and *esg*^*ts*^*/D30A* flies. We found that inhibition of IMD in progenitors decreased the proportion of mature EE cells by roughly 20% relative to *esg*^*ts*^*/+* controls (Figure 5H). Combined, our results establish that inhibition of progenitor-cell IMD disrupts peptide-hormone expression patterns in mature EE cells, decreases the amount of total EE cells, and increases the expression of most peptide hormones, confirming a link between progenitor-cell IMD activity and EE-cell development.

**Figure 5:**
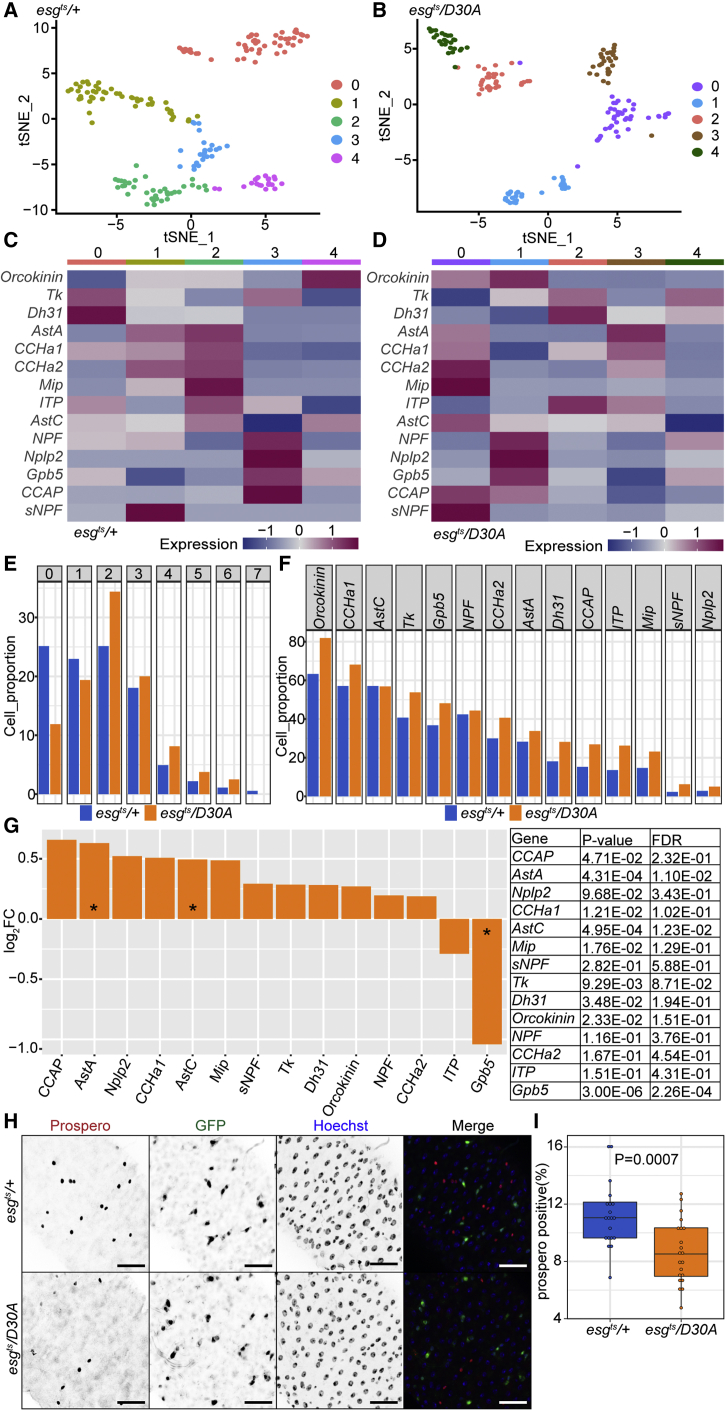
Inhibition of progenitor-cell IMD affects generation of mature enteroendocrine cells (A and B) t-distributed stochastic neighbor embedding (tSNE) plot visualizing subsets of *prospero*-positive enteroendocrine cells in *esg*^*ts*^/*+* (A) and *esg*^*ts*^/*D30A* intestines (B) based on the expression of marker genes. Cells are color-coded by cell subset. (C and D) Heatmap showing relative expression of fourteen peptide hormones in each enteroendocrine cell subset in *esg*^*ts*^/*+* (C) and *esg*^*ts*^/*D30A* (D) intestines. (E) Quantification of the percentage of enteroendocrine cells that express the indicated numbers of peptide hormones. Genotypes are color-coded as indicated. (F) Quantification of the percentage of enteroendocrine cells that express the indicated peptide hormone. Genotypes are color-coded as indicated. (G) Quantification of the relative expression of each peptide hormone in isolated posterior midguts from *esg*^*ts*^/*D30A* flies relative to *esg*^*ts*^/*+* flies based on bulk RNA-seq analysis. (H) Visualization of Prospero, GFP, and DNA (Hoechst) in intestines of 10-day-old *esg*^*ts*^/*+* and *esg*^*ts*^/*D30A* flies. Scale bars represent 25 μm. (I) Quantification of the percentage of intestinal epithelial cells that express the enteroendocrine cell marker *prospero* in the intestines of 10-day-old flies as indicated. Statistical significance was calculated using Student’s t test. For *esg*^*ts*^/*+* flies n = 20, and for *esg*^*ts*^/*D30A* flies n = 21.

## Discussion

Notch, BMP, and WNT pathways regulate intestinal progenitor-cell growth and differentiation in vertebrates and invertebrates (Barker, 2014; Casali and Batlle, 2009; Miguel-Aliaga et al., 2018; Sancho et al., 2015; Vooijs et al., 2011; Xu et al., 2011). In contrast, it is less clear what effects progenitor-specific activation of germline-encoded immune responses has on epithelial homeostasis. Several studies indicated survival and growth-regulatory effects of host immunity on intestinal progenitors. For example, the PGN receptor NOD2 is enriched in ISCs of mice (Nigro et al., 2014) and protects ISCs from irradiation-induced cytotoxicity (Levy et al., 2020), while mutations in NOD2 are linked to Crohn’s disease (Hugot et al., 2001; Ogura et al., 2001). Likewise, TLR4 is expressed to higher levels in intestinal crypts (Price et al., 2018), where its activation promotes apoptosis and inhibits proliferation (Naito et al., 2017; Neal et al., 2012). In contrast, epithelium-wide activation of TLR4 promotes epithelial repair by activating EGF and JAK/STAT pathways in mice challenged with dextran sulfate sodium (Fukata et al., 2006; Hsu et al., 2010). These studies support roles for immune pathways in proliferative responses to extrinsic challenges. However, we do not know if progenitor-specific immune activity impacts homeostatic growth and differentiation. We consider this an important question, as intestines contain dense microbial communities that promote growth and influence cell-fate choices in intestinal epithelia (Ferguson and Foley, 2021).

We measured growth and differentiation in adult *Drosophila* midguts that we engineered to lack IMD activity in progenitors. The IMD pathway is highly similar to mammalian tumor necrosis factor receptor signaling, and IMD exerts broad regulatory effects on intestinal transcription (Broderick et al., 2014). In flies, IMD has context-dependent effects on ISC proliferation. IMD-pathway mutants have elevated rates of mitoses that are driven by the microbiome (Buchon et al., 2009b; Guo et al., 2014; Paredes et al., 2011), but IMD is not required for the proliferative burst observed after challenges with *Ecc15* (Zhai et al., 2018). In contrast, infection with *Vibrio cholerae* blocks ISC proliferation in an IMD-dependent manner (Fast et al., 2020; Wang et al., 2013), whereas *Herpetomonas muscarum* induces IMD-dependent proliferation (Wang et al., 2019). In the absence of infection, persistent activation of IMD in progenitors increases ISC division frequency and skews differentiation towards elevated numbers of EE cells (Petkau et al., 2017). Similarly, overexpression of PGRP-LC in ECs induces Rel-dependent proliferation (Zhai et al., 2018). There are conflicting data on consequences of IMD inactivation in progenitors, with one study suggesting decreased proliferation (Wang et al., 2019), and a separate study indicating increased proliferation (Wang et al., 2013). We found that progenitor-specific inactivation of IMD diminished ISC proliferation, impaired age-dependent accumulation of *esg*-positive and Dl-positive progenitors, elevated the number of *Su*(*H*)-positive enteroblasts, and resulted in differentiation defects that included both fewer EE cells and shifts in gene-expression patterns associated with EC subtypes. Thus, our work suggests that progenitor-specific immunity contributes to epithelial homeostasis in flies and raises several questions about effects of progenitor-cell IMD on the adult gut.

Which progenitor cell requires IMD to regulate differentiation? The fly progenitor compartment consists of undifferentiated ISCs and post-mitotic enteroblasts that are committed to EC cell fate. Progenitors express IMD-pathway components, and genomic studies, including data presented here, show that ISCs and enteroblasts have highly similar gene-expression profiles (Dutta et al., 2015; Hung et al., 2020), suggesting that both cell types are likely equally competent at IMD activation. ISCs are basally situated within the midgut epithelium and are not expected to make frequent, direct contacts with the intestinal lumen. Enteroblasts are the apical daughters of ISC divisions that occur at oblique angles to the basement membrane. Thus, it seems more plausible that enteroblasts directly contact the lumen where they can detect PGN. However, it is important to note that gut-derived PGN is not strictly confined to the intestinal lumen in flies or vertebrates. PGN crosses the epithelial barrier, even in the absence of detectable breaches, and several mechanisms are in place to prevent accumulation of PGN in the fly hemolymph (Capo et al., 2017; Gendrin et al., 2009; Paredes et al., 2011; Troha et al., 2019; Zaidman-Rémy et al., 2006). Thus, we cannot exclude the possibility that passive, or active, transport mechanisms allow diffusion of PGN across the gut barrier to ISCs, which in turn activate IMD and modulate differentiation responses in the hosts. In this regard, we consider it interesting that several vertebrate pattern-recognition receptors have cell-type-specific, apicobasal distribution patterns. For instance, TLR4 is enriched apically in villi and basolaterally in crypts of the human colon (Fusunyan et al., 2001). Furthermore, apical stimulation of TLR9 promotes JNK activation, whereas basolateral stimulation of TLR9 leads to NF-kB activation, and IL-8 production (Lee et al., 2006). In future assays, it will be interesting to determine if basolateral detection of PGN influences fate choices within the fly progenitor compartment.

Is progenitor-specific IMD necessary to generate growth-regulatory ECs? Inhibition of progenitor-cell IMD did not block IMD-dependent immune responses in ECs, confirming that the phenotypes reported here are not a consequence of ImdD30A perdurance in differentiated epithelia. However, we also found that inhibition of IMD in progenitors had consequences for epithelial differentiation, including effects on gene-expression patterns within mature ECs. As ECs produce paracrine regulators of progenitor proliferation and differentiation, we cannot exclude the possibility that blocking IMD in progenitors disrupts enteroblast differentiation in a manner that modifies the ability of ECs to transduce growth and differentiation cues to progenitors. This may be particularly important in the context of epithelial damage, where secreted factors from dying ECs accelerate ISC proliferation to maintain the epithelial barrier and regenerate a mature gut. In this scenario, IMD activity in progenitors is important to establish homeostatic intercellular communications between ECs and the progenitor compartment, and loss of progenitor-cell IMD interrupts a developmental loop between progenitors and ECs. Consistent with requirements for IMD in the control of epithelial differentiation, we noticed that IMD in progenitors affected the generation of mature EE cells. Specifically, inhibition of progenitor-cell IMD led to a decline in EE numbers but a general increase in the expression of peptide hormones, possibly as a compensatory mechanism. Notably, flies raised in an axenic environment have fewer enteroblasts and more EE cells (Broderick et al., 2014), indicating non-overlapping contributions of progenitor-cell immunity and gut microbes to developmental trajectories of ISCs.

Does IMD have regional effects on intestinal progenitors? Intestines are functionally specialized along the rostro-caudal axis, with distinct partitions governing various aspects of food digestion and absorption. IMD also displays clear signs of regional specialization. The foregut is characterized by enriched expression of PGRP-LC, and Rel regulates expression of chitin-binding proteins that contribute to peritrophic matrix construction (Buchon et al., 2009b; Neyen et al., 2012). In the midgut, PGN detection primarily relies on PGRP-LE, particularly in the posterior midgut (Bosco-Drayon et al., 2012; Neyen et al., 2012). Activation of IMD in the anterior midgut results in expression of antimicrobial peptides that protect the fly from ingested microbes (Buchon et al., 2013b). In contrast, IMD activation leads to delamination of damaged cells in the midgut of flies infected with pathogenic bacteria, most notably in the R4 region of the posterior midgut (Zhai et al., 2018). In the posterior midgut, the transcription factor caudal prevents IMD-dependent antimicrobial peptide expression (Ryu et al., 2008). Instead, IMD induces expression of molecules that dampen immune signaling, including the PGRP-LC inhibitor *pirk*, and amidases that scavenge PGN (Bosco-Drayon et al., 2012). As a result, posterior midgut IMD establishes a tolerogenic environment for commensal bacteria. Notably, loss of IMD pathway inhibitors or expression of PGRP-LC in ECs, increases proliferation in the posterior midgut (Paredes et al., 2011; Zhai et al., 2018), raising the possibility that suppression of posterior midgut IMD activity is required to prevent excess proliferation in the absence of infection. With a large collection of genetic reagents, and accessible genomic methods, the fly is an excellent system to systematically characterize regional effects of immune responses on progenitor-cell function. Given the evolutionary conservation of immune responses, we believe the findings reported in this study to be of relevance for understanding fundamental principles of immune-regulated intestinal homeostasis.

## Experimental procedures

### Fly husbandry

Flies were raised on corn meal medium (Nutri-Fly Bloomington Formulation, https://bdsc.indiana.edu/information/recipes/bloomfood.html; Genesse Scientific) at 18°C or 25°C. All experimental flies were adult virgin females kept under a 12h:12h light:dark cycle and maintained at 18°C during collection then shifted to 29°C to express downstream genes as indicated. We used *w*^*1118*^ as a wild-type strain, backcrossed *UAS-imdD30A* transgenic lines into the *w*^*1118*^ background for eight generations prior to use, and used standard husbandry methods to ensure that *esg*^*ts*^ (*esg-GAL4*, *tub-GAL80*^*ts*^, *UAS-GFP*) flies had the same first and third chromosomes as our *w*^*1118*^ line. Fly lines used in this study were: *w;esg-GAL4,tubGAL80*^*ts*^*,UAS-GFP* (referred to as *esg*^*ts*^); *UAS-FADD*^*RNAi*^ (VDRC ID# 7926); *w*^*1118*^ (VDRC ID# 60000); *w;esg-GAL4,UAS-CFP, Su(H)-GFP;tubGal80*^*ts*^ (*esg*^*ts*^*,UAS-CFP,Su(H)-GFP*); *GS 5961* (Mathur et al., 2010); *dpt-GFP*, *esg-GAL4, tubGAL80ts, UAS-GFP;UAS-flp, Act>CD2>GAL4* (referred to as *esg*^*F/O*^); *Esg[ts], Su(H) Gal80* (referred to as *ISC*^*ts*^); *Su(H)GBE-Gal4*^*ts*^ (referred to as *Su(H)*^*ts*^); *PGRP-LE RNAi* (VDRC ID# 108199); *PGRP-LC RNAi* (VDRC ID# 101636); *Rel-RNAi* (VDRC ID# 49413); and *40D-UAS* (control for VDRC KK lines, VDRC ID# 60101) . To induce GFP-marked mitotic clones using the *esg*^*F/O*^ system, flies of the indicated genotype were raised at 18°C for 3 days after eclosion, shifted to 29°C for 16 h, then raised at 25°C for an additional 9 days.

### Data availability

The accession number for the gene expression data reported in this paper is GEO: SuperSeries GSE141897 (GSE171001 and GSE141896). The accession number for the Single cell gene expression data reported in this paper is Broad Institute Single Cell Portal: for *esg*^*ts/+*^ flies (https://singlecell.broadinstitute.org/single_cell/study/SCP1696/single-cell-expression-data-for-d-melanogasterwild-type-intestines) and for *esg*^*ts/D30A*^ flies (https://singlecell.broadinstitute.org/single_cell/study/SCP1699/single-cell-expression-data-for-d-melanogasterintestines-with-immune-deficient-progenitor-cells#study-summary).

## Author contributions

Conceptualization: M.S. and E.F.; methodology: M.S. and E.F.; formal analysis: M.S., M.F., and E.F.; investigation: M.S., M.F., R.J.W., L.O.J., and K.P.; data curation: M.S. and M.F.; writing – original draft: M.S. and E.F.; writing – review & editing: M.S., M.F., and E.F.; visualization: M.S. and M.F.; supervision: E.F.; project administration: E.F.; funding acquisition: E.F.

## Conflicts of interest

The authors declare no competing interests.

How the deposited data were processed for this re-analysis (not part of the article)

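Single-cell RNA sequencing was analysed for 1 library of *esg* ts/+ and 1 library of *esg* ts*/D30A* intestines, each from 27 guts of virgin females after 10 days at 29 °C. The deposited values are raw UMI counts per gene and barcode, which the authors made with Cell Ranger and which were neither normalized nor filtered by the limits used here. The genome build and annotation behind the counts are not named in the paper's text or the files. Gene positions are those of BDGP6.54 (Ensembl release 115), matched by FlyBase identifier. The identifiers of *esg*, *scb*, and *Nplp2* had no match, and no position is given for them. The barcodes held 30383272 UMIs in *esg* ts/+ and 53275921 in *esg* ts*/D30A*. Bulk RNA sequencing and imaging experiments were not analysed here.

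The cell filters, the clustering settings, the marker genes, the gene lists, the genes to be named, and most alternatives were fixed before the data were examined. The paper's text gives no filter values. Barcodes with at least 200 genes and at most 25% mitochondrial UMIs were kept, and Scrublet scores (scanpy 1.11.5) ranked the barcodes for removal of an expected 0.8% doublets per 1000 barcodes. The libraries were integrated in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5) with 2000 variable genes, 30 dimensions, and a resolution of 0.8. Reported genes were left out of the variable genes. Clusters took the name of a class when at least 3 of its markers were found in at least 10% of the cluster's cells at 1.5-fold or more above other cells. A cluster also stayed unnamed when its median depth was under the library median divided by 3 and no marker was among its 10 leading genes, or when those 10 genes held more markers of another class than of its own. These naming thresholds were set after the clusters had been seen. The number of threads and the numerical kernel were fixed, because with these left free the same commands drew the border of the enterocyte-like class differently.

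Counts were summed per gene, class, and library and expressed as CPM with exact Poisson intervals, and shares of cells were given exact Clopper-Pearson intervals, all at 95% and for counting error only. A count of 0 was set to 3 counts for a lower limit of a fold change and for the upper limit of a share. With 1 library per genotype no test was run. For shares at unequal depths, each cell was thinned to 1 number of UMIs, the 20th percentile of the shallower group rounded down to a multiple of 50, and shallower cells were left out. Thinned shares come from 1 random draw unless 100 draws are named. Gene lists (ribosomal proteins, energy metabolism, autophagy, polarity, adhesion, digestive serine proteases, antimicrobial peptides, and PGRP genes) were summarised by their median over genes with at least 20 UMIs, and placed among 10000 random lists matched on expression in 20 bins. The computation of ratios was tested on simulated counts for the comparison of progenitor-like cells, over 7244 genes of which 200 were changed. It recovered 94.0% of the changed genes, its intervals covered the true value for 95.4% of genes, and 4.63% of unchanged genes had an interval off 0. The simulated sums were Poisson counts, the model behind the intervals, so this coverage follows from the setting. Spread between cells was not simulated, and the intervals do not cover it. Of 20 simulated unchanged lists of 25 genes, 2 fell in the outer 5% of random lists, and all 20 lists lowered to 0.8-fold were found.

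Diffusion pseudotime used 30 components and 15 neighbours in scanpy. EE-like cells were clustered per genotype with 10 dimensions. The genes named are those the paper names for this experiment, *imd*, the antimicrobial peptide and PGRP genes, and, per class, the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 200 UMIs. A few others were named after their values had been seen, namely *mira* and the genes that mark cluster 5. Alternatives were resolutions of 0.4 and 1.2, no doublet removal, no cell filter, a filter of 500 genes and 10% mitochondrial UMIs, an upper limit of 3500 genes, merging without integration, all variable genes, median-of-ratios scaling, other count minimums, thinning, at least 2 UMIs for detection, classes defined by single transcripts, another root, and the first principal component as the order. Further alternatives were chosen after seeing the data. These are random seeds 2 and 3 of the clustering, cells thinned before the ordering, early and late cells matched for depth in 10 groups of like UMIs, the mean over cells in place of summed counts, and cluster 9 left out of the enterocyte-like cells. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.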

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

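The tests of the mitochondrial limit, of droplets with free RNA, of free RNA from cluster 5, and of the mix of enterocyte-like clusters were chosen only after the results had been seen, while those of damaged cells and of free RNA as the source of *PGRP-SC2* were set beforehand.

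Many more *esg* ts*/D30A* barcodes than *esg* ts/+ barcodes exceeded 25% mitochondrial UMIs, 31.9% (2019 barcodes) against 3.40% (144). The paper excluded dead cells and does not report such barcodes. The choice of the limit does not account for the difference, since above 10% the shares were 42.8% and 11.9%, a ratio of 3.6. Damage to cells of every class in proportion is argued against by the markers among nuclear-encoded UMIs of these barcodes. Relative to kept *esg* ts*/D30A* cells, enteroendocrine markers were lower by a log2 ratio of −1.33 (−1.44 to −1.22), while enterocyte and progenitor markers were higher by 0.65 and 0.24. In *esg* ts/+ enterocyte markers of such barcodes were higher too, by 0.45, but enteroendocrine markers were higher by 1.98 (1.80 to 2.15), and the ratio for progenitor markers, −0.42 (−0.97 to 0.09), was within counting error of 0. Droplets with free RNA of 1 common mix and no cell are argued against as the whole cause, since the number of enterocyte marker UMIs lay outside the central 95% of draws from such a mix in 33.8% of the *esg* ts*/D30A* barcodes. This share was 80.7% in kept *esg* ts*/D30A* cells, so free RNA in part of the barcodes stays open. Damage to some classes more than others stays open too, as does an effect of the genotype, which was not tested.

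The genes that mark cluster 5, the *Pgant4*-rich cluster that held 403 *esg* ts*/D30A* and 24 *esg* ts/+ cells, were also higher in *esg* ts*/D30A* outside that cluster. The paper does not discuss them. Of 38 such genes, 23 could be compared in progenitor-like cells, where their median log2 ratio was 2.40 and all were higher. In enterocyte-like cells the median of 29 genes was 1.68, with 26 higher, and in enteroendocrine-like cells that of 17 genes was 3.54, with 15 higher. Their levels in the 3 classes were 0.449%, 0.665%, and 1.42% of those in cluster 5. A rise in all 3 classes, the smallest being 1.68, is consistent with free RNA from the cells of cluster 5. The genes were chosen for their level in that cluster and not for their change. A change of these genes in every class through the genotype stays open and untested.

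*Rel* moved in opposite directions in the classes, by 0.22 in progenitor-like and −0.27 in enterocyte-like cells, a difference between classes that was not tested and that rests on 1 library per genotype. Relative to all genes of each class the values were 0.08 and −0.75. Another mix of enterocyte-like clusters in *esg* ts*/D30A* is argued against as the whole cause, since with the clusters' shares of UMIs held as in *esg* ts/+ the ratio in enterocyte-like cells was −0.455 (−0.537 to −0.372), further below 0 than before, and held as in *esg* ts*/D30A* it was −0.481. Of the 8 clusters, 6 were lower in *esg* ts*/D30A* and 2 higher, from −1.26 to 0.481. The scaling changed the size in both classes and the sign in neither. An effect of the genotype stays open and was not tested.

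*PGRP-SC2* had a log2 ratio of −0.20 in progenitor-like, 0.50 in enterocyte-like, and −0.36 in enteroendocrine-like cells, and this difference was not tested either. Relative to all genes the value in enterocyte-like cells was 0.03. With each cell weighted equally the direction turned around in progenitor-like (0.19) and enterocyte-like cells (−0.23) but not in enteroendocrine-like cells (−0.59). Free RNA from other cells may be the source of this transcript in progenitor-like cells of *esg* ts/+, since the median level of digestive protease genes there reached 0.63 of the share of other cells' RNA that *PGRP-SC2* would need. The change that free RNA predicts for it, −0.18 with a range over the proteases from −1.23 to 0.84, takes in the −0.20 observed. With the shares of UMIs of the enterocyte-like clusters held as in *esg* ts/+, the ratio of 0.50 in that class became 0.302 (0.277 to 0.327). Held as in *esg* ts*/D30A* it became 0.358. Of the 8 clusters, 5 were higher in *esg* ts*/D30A* and 3 lower, from −0.68 to 0.767. The value left is an average of opposite changes, so it does not decide whether another mix of enterocyte-like cells is the cause. Such a mix and an effect of the genotype stay open.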

How the results depend on the processing

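The alternatives chosen only after the results had been seen were the random seeds 2 and 3 of the clustering, the mean over cells, the cells thinned before the ordering, the early and late cells matched for depth, and cluster 9 left out of the enterocyte-like cells. Over 109 results and 26 settings, 1173 values were recomputed. Of these 1035 stayed within the counting error of the value reported or within 1.5 times a count, 123 moved beyond it, and 15 reversed. Random seed 3 moved none of 109 results and random seed 2 moved 5 of 107. No paired analysis was possible because each genotype has 1 library with replicate number 1.

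The number of EE clusters, the differences between genotypes in the shares of EE-like cells with no peptide and with at least 2 peptides, and the number of progenitor-like cells did not move beyond these limits under any alternative run for them (24, 24, and 10 values). For these differences this says little, since the shares reported were 0.0% or close to all cells in both genotypes. The shares themselves depended on the definition of EE cells. With EE cells taken as cells with a UMI of *pros*, 8.86% in *esg* ts/+ and 7.24% in *esg* ts*/D30A* had no peptide and 10.97% and 8.88% had 1, in place of 0.0% for both and of 3.07% and 0.0%. The interval of the difference in cells with at least 2 peptides took in 0 narrowly as reported, but lay above 0 under each of 2 alternatives, libraries merged without integration and no cell filter. The cells by exact number of peptides also depended on the counting. In *esg* ts/+ the share with 2 peptides was 9.82%, but 24.5% when at least 2 UMIs were required and 21.5% after thinning, and the share with 5 or more went from 45.4% to 18.4% and 25.4%. The differences between genotypes in the shares of cells with each peptide, and the number of peptides with a higher share in *esg* ts*/D30A*, moved in 1 of 180 values. Of these values 173 kept their sign. The differences for *CCHa1*, *Gpb5*, *NPF*, and *Nplp2* fell below 0 under some alternative, as for *CCHa1* from 6.77 to −0.87 percentage points. That for *AstC* rose above 0 under some alternative. The shares themselves changed more, as for *Gpb5* in *esg* ts/+ from 38.0% to 15.3% when at least 2 UMIs were required. Of 270 values for the named genes with the highest and lowest ratios, 17 moved and none reversed. In enteroendocrine-like cells *Peritrophin-15a* went from −1.77 to −0.23 with the stricter filter, −0.50 without a cell filter, and −0.44 without doublet removal. In enterocyte-like cells *Drsl3* went from −2.88 to −1.40 at a resolution of 0.4, and the other moved values were of *CG12057*, *CG34324*, *CG7720*, and *Jon25Bii*. The causes of the changes below were not tested, except where the setting itself removes or rescales the values.

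The enterocyte-like share was the least stable result. Its difference of −2.55 percentage points became −22.1 when libraries were merged without integration, −20.7 without doublet removal, −18.6 at a resolution of 1.2, −16.2 without a cell filter, −6.60 with all variable genes, and −4.67 with random seed 2. With the stricter filter it became −1.01 (−4.24 to 2.22), an interval that takes in 0. Merging also changed the antimicrobial peptide sum from 1.10 to 0.64, the median of that list from 1.70 to 0.53, the digestive protease median in enterocyte-like cells from 0.07 to −0.015, and *Ssk* from −2.24 to −1.02.

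Median-of-ratios scaling subtracts the median of all genes, which explains its effects. The PGRP sum reversed from 0.44 to −0.036 and the PGRP median from 0.19 to −0.29. In enterocyte-like cells the autophagy median reversed from 0.46 to −0.0097 and the protease median to −0.40. The antimicrobial peptide sum became 0.63. In progenitor-like cells the adhesion median became 0.28, the polarity median 0.17, the ribosomal protein median −0.27, *E(spl)m3-HLH* 1.13, and *Hsc70-4* 0.91. The ribosomal protein median became −0.53 in enterocyte-like and −0.40 in enteroendocrine-like cells.

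Without a cell filter all 6322 *esg* ts*/D30A* barcodes were kept by construction. The progenitor-like difference then became −4.08 points and that of cluster 5 5.69 points, and the intervals of the progenitor-like and enteroendocrine-like differences no longer took in 0. The ribosomal protein median became −0.35 in enteroendocrine-like and −0.14 in progenitor-like cells, and *Ssk* −1.77. The stricter filter kept 1699 and 1977 cells by construction. It gave −6.20 points for progenitor-like cells, again beyond counting error, −1.41 for enteroendocrine-like cells, and 2.31 for cluster 5, 0.58 for the PGRP sum, −0.28 for the ribosomal protein median in enteroendocrine-like cells, and −1.57 for *Ssk*. Without doublet removal that median was −0.36 and *Ssk* −1.83. The mean over cells gave −1.60 for *Ssk*, 1 cell of which held 14.2% of the *esg* ts/+ UMIs. The PGRP sum was 0.47 with random seed 2 and 0.50 at a resolution of 0.4.

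The pseudotime results depended on the root. With the cell of lowest enterocyte marker score as root, the late over early ratios in *esg* ts/+ reversed to 1.62 for *Dl*, 0.30 for *E(spl)malpha-BFM*, and 0.20 for *sty*. In *esg* ts*/D30A* they reversed to 1.67 for *Dl*, 0.69 for *E(spl)m3-HLH*, 1.51 for *E(spl)malpha-BFM*, 1.40 for *sty*, and 0.64 for *klu*. The number of the 5 genes lower in late cells fell to 2 in *esg* ts/+ and 0 in *esg* ts*/D30A*. The orders from the roots ran against each other, with Spearman correlations of −0.67 and −0.582. With early and late cells matched for depth, the ratio of *Dl* in *esg* ts/+ reversed from −2.01 to 0.0395, within counting error of 0, and the ratios of the other genes and of *Dl* in *esg* ts*/D30A* kept their sign but were smaller.

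Depth limits the shares of cells with a UMI of an IMD pathway gene, which in progenitor-like cells fell on thinning from 73.2% to 18.6% for *Rel*, from 58.8% to 13.8% for *pirk*, and from 54.9% to 7.82% for *PGRP-LC*, and the antimicrobial peptides, of which 3 of 14 reached 20 UMIs. Enteroendocrine-like cells, with 793050 UMIs in *esg* ts/+, have the widest intervals.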

Differences from the paper's values

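The alternatives named in this part were fixed before the data were examined, and the choices made only after the results had been seen were the thresholds for naming clusters and the sum over antimicrobial peptide genes. The paper's shares of EE cells by number of peptides were read by eye from a figure. EE-like cells were rebuilt here from markers, and the paper's own cell names were not used here.

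For EE cells with 0 peptides, the paper shows about 25% of *esg* ts/+ and about 12% of *esg* ts*/D30A* cells in Fig. 5E, read by eye, and the values here are 0.0% for both. For 1 peptide it shows about 23% and about 19% in Fig. 5E, read by eye, against 3.07% and 0.0% here. All alternatives differ from the paper for these 4 values. The nearest was the definition of EE cells by a UMI of *pros*, with 8.86% and 7.24% for 0 peptides and 10.97% and 8.88% for 1 peptide.

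For 2 peptides, the paper shows about 25% of *esg* ts/+ cells in Fig. 5E, read by eye, against 9.82% here. The value falls within the paper's when at least 2 UMIs are required (24.5%) and when cells are thinned (21.5%), and differs under all other alternatives. For *esg* ts*/D30A* the paper shows about 34% in Fig. 5E, read by eye, against 6.08% here, which differs under all alternatives.

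For 3 peptides in *esg* ts*/D30A*, the paper shows about 20% in Fig. 5E, read by eye, against 10.1% here. The value falls within the paper's when at least 2 UMIs are required (20.3%) and when cells are thinned (18.2%), and differs under the others. For 4 peptides in *esg* ts/+, the paper shows about 5% in Fig. 5E, read by eye, against 20.3% here, which differs under all alternatives.

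The legend of Fig. 3E states that *Npc2f* and *Ssk* had no expression in *esg* ts*/D30A* progenitors. Here their UMIs in progenitor-like cells of *esg* ts*/D30A* were 190 and 157, at 14.7 and 12.2 CPM. Digestive protease genes there had a median of 4.07% of their level in the other cells. At that share, free RNA from the other cells, with *Npc2f* at 403.7 CPM, would reach its value, so no conflict with the legend is shown for *Npc2f*. For *Ssk*, at 851.6 CPM in the other cells, it would far exceed the value observed. The share therefore overstates the background of *Ssk* and does not decide whether the legend holds for it. The paper states that antimicrobial peptide expression in enterocytes was not affected. The summed counts here gave a log2 ratio of 1.10 (0.65 to 1.58) in enterocyte-like cells, and 0.63 relative to all genes, at low counts and without a replicate check. A single enterocyte-like cell held 38.4% of the *AttD* UMIs in *esg* ts*/D30A*. The sum also rose in progenitor-like cells, by 1.34 (0.42 to 2.38), so the rise was not specific to enterocyte-like cells.

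The paper states that expression of 4 genes along pseudotime was premature and prolonged in *esg* ts*/D30A*. Early and late cells of *esg* ts*/D30A* were higher than those of *esg* ts/+ for *E(spl)m3-HLH* (278.3 against 135.3 CPM early, 170.5 against 58.7 late) and *sty* (1320 against 699.5 early, 446.5 against 288.9 late). They were not higher for *klu* (217.1 against 283.6 early, 163.4 against 172.3 late). For *E(spl)malpha-BFM* they were 704.0 against 696.5 CPM early and 252.0 against 271.0 late. Fig. 4M shows *klu* rising along pseudotime in *esg* ts/+, whereas here its log2 ratio of late over early was −0.72, and −0.29 with the other root. That root, fixed among the alternatives, gave late levels that were higher in *esg* ts*/D30A* for *klu* (248.0 against 160.3 CPM) and *E(spl)malpha-BFM* (731.1 against 388.8 CPM), and early levels that were lower (158.8 against 196.7 and 256.6 against 315.9 CPM). With the first principal component as the order, the early levels were higher in *esg* ts*/D30A* for *klu* (307.1 against 296.3 CPM) and *E(spl)malpha-BFM* (654.1 against 566.2 CPM), and the late levels lower.

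The paper found no counterpart of its *esg* ts*/D30A* subset 0 among *esg* ts/+ cells. Here the highest correlation of each *esg* ts*/D30A* cluster with a *esg* ts/+ cluster across the 14 peptides lay between 0.75 and 0.921. No value was set for the absence of a counterpart, so these correlations do not decide whether a cluster lacks one.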

Other observations

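All tests in this part were chosen only after the results had been seen, except that of a few abundant genes behind the ribosomal protein change, which was set beforehand.

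In progenitor-like cells, *Npc2f* and *Ssk* were lower in *esg* ts*/D30A*. Free RNA from other cells is a candidate explanation for *Npc2f*. The level of 26 digestive protease genes in progenitor-like over other cells, 5.99% in *esg* ts/+ and 4.07% in *esg* ts*/D30A*, and the change of *Npc2f* in the other cells predict a log2 ratio of −1.66, with a range over the proteases from −2.71 to −0.64, and −1.95 was observed. The observed value lay in the predicted range under all 10 settings of the filters and the clustering, the main one among them. For *Ssk* the same reasoning predicts −0.786, from −1.84 to 0.23, and the observed −2.24 (−2.51 to −1.97) lay beyond it. The counting interval was outside the range in 6 of the 10 settings and reached into it in 4, as with the libraries merged without integration (−1.02), so that free RNA and a fall in the progenitor-like cells themselves cannot be told apart for *Ssk*. Over all cells of each class, digestive protease genes had a median log2 ratio of −0.86 in progenitor-like cells and of −0.86 in enteroendocrine-like cells, both at percentile 0.0 of random lists, and of 0.07 in enterocyte-like cells, at percentile 15.0. A difference shared by all classes is also open for *Npc2f*, which changed by −1.43 in enterocyte-like and −1.80 in enteroendocrine-like cells relative to all genes, against −2.09 in progenitor-like cells. It is argued against for *Ssk*, which changed by only −0.406 in enterocyte-like against −2.38 in progenitor-like cells. An effect of the genotype on either gene stays open and untested.

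Free RNA from other cells of *esg* ts*/D30A* does not account for the genes that rose in progenitor-like cells. The protease level was 0.00175 of what *E(spl)m3-HLH* would need, 0.0408 for *scb*, and 0.0233 for *Hsc70-4*. A difference between the libraries that all classes share is open for *scb* and *Hsc70-4*. Relative to all genes, *scb* changed by 1.05 in progenitor-like, 1.01 in enterocyte-like, and 1.38 in enteroendocrine-like cells, and *Hsc70-4* by 0.908, 1.06, and 1.09. A rise of *Hsc70-4* in all classes may therefore come from the preparation, and the genotype could act on all classes as well. *E(spl)m3-HLH* changed by 1.13 in progenitor-like and 1.07 in enterocyte-like cells, the latter from 21 and 88 UMIs. In *esg* ts/+ and *esg* ts*/D30A*, its level was 1.34 and 3.91 CPM in enterocyte-like against 81.9 and 197.8 CPM in progenitor-like cells. For *esg*, a progenitor marker, these levels were 4.03 and 6.98 against 219.9 and 260.5 CPM. Free RNA from progenitor-like cells could therefore give the change of *E(spl)m3-HLH* in enterocyte-like cells. With 4 and 2 UMIs in enteroendocrine-like cells as well, a shared difference cannot be told apart from one limited to progenitor-like cells for this gene.

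The larger number of peptides per EE-like cell in *esg* ts*/D30A* was mostly lost at equal depth. The difference in the mean was 0.946 before thinning and 0.332 over 100 draws, and 96 of the draws lay under 0.473, the midpoint between 0 and the unthinned value. The limit of 95 draws was set before the draws but after single draws had given opposite answers, and it was met narrowly. Deeper cells are therefore a candidate explanation for most of the difference. Free peptide RNA was higher in *esg* ts*/D30A*, where 10.3% of thinned enterocyte-like cells had at least 2 peptides, against 5.80% in *esg* ts/+. The intervals of these shares were apart in 73 of 100 draws, so that free RNA and a higher number of peptides per cell cannot be told apart for the remaining 0.332.

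Cluster 5 formed 9.26 percentage points more of the cells in *esg* ts*/D30A*. The filter on cells bears on the size of this difference, which was 2.31 points with the stricter filter and 5.69 with none, while *esg* ts*/D30A* stayed higher in both. Besides cluster 5, 3 clusters took at least 75% of their cells from 1 library, so that a difference between the preparations, such as how much of the anterior gut was dissected, and the genotype cannot be told apart for this cluster.

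The order of cells along pseudotime was related to depth, and thinning before the ordering left much of this relation in place, with correlations with UMIs per cell of 0.616 and 0.307. Early and late cells were therefore matched for depth, in 10 groups of cells with like UMIs, which gave medians of 9829 and 10147 UMIs in *esg* ts/+ and 17419.5 and 17670.5 in *esg* ts*/D30A*. An order that follows depth is argued against as the whole cause for *E(spl)m3-HLH*, *E(spl)malpha-BFM*, *sty*, and *klu*, since all 4 stayed lower in late cells beyond counting error in each genotype. For *Dl* in *esg* ts*/D30A* a smaller fall was left, with a ratio of late over early of −0.384 (−0.577 to −0.192). For *Dl* in *esg* ts/+ the ratio became 0.0395 (−0.27 to 0.35), but at matched depth with the other root it was 0.596 (0.27 to 0.925), so that an order that follows depth and one that follows another difference between the cells cannot be told apart for this gene in *esg* ts/+. The other values above hold for the root used here. With the other root *Dl* was higher in late cells of *esg* ts*/D30A* by 0.194 (0.000713 to 0.387), and *E(spl)malpha-BFM* and *sty* stayed higher in late cells at matched depth, by 0.159 and 0.141 in *esg* ts/+ and by 0.912 and 1.03 in *esg* ts*/D30A*. With that root and at matched depth, *klu* was lower in late cells of *esg* ts/+ (−0.322) and higher in those of *esg* ts*/D30A* (0.563). For *E(spl)m3-HLH* the ratios were −0.289 (−0.581 to 0.00103) in *esg* ts/+ and 0.22 in *esg* ts*/D30A*. Whether the order follows differentiation was not tested.

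Ribosomal protein genes had a median log2 ratio of −0.13 in progenitor-like cells (percentile 0.035, 25 higher and 58 lower) and −0.41 in enteroendocrine-like cells (percentile 0.0, 9 higher and 74 lower). A few abundant genes taking most of the counts are argued against as the cause, since with the 50 most abundant other genes left out of the totals the medians were −0.084 and −0.321. A difference between the preparations and an effect of the genotype stay open.

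For the lists not reported at a claim, energy metabolism genes had a median of −0.24 in progenitor-like cells (percentile 0.0) and −0.02 in enterocyte-like cells (percentile 0.0). In enterocyte-like cells the medians were 0.46 for autophagy (percentile 42.9), 0.53 for polarity (69.4), and 0.59 for adhesion (81.8). In enteroendocrine-like cells they were 0.03 for autophagy (60.6), −0.00114 for polarity (52.8), and −0.09 for adhesion (33.7). The PGRP median was −0.06 in progenitor-like cells (17.5), where *PGRP-SD* stood apart at 3.02, and −0.40 in enteroendocrine-like cells (4.41). Antimicrobial peptides had 12 and 55 UMIs in progenitor-like and 3 and 10 in enteroendocrine-like cells.

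The 5 genes with the highest log2 ratio in progenitor-like cells were *CG14125* (1 and 363 UMIs, 7.65, 95% interval 5.16 to 12.95), *CG43673* (1 and 303 UMIs, 7.39, 4.90 to 12.69), *CG10725* (3 and 358 UMIs, 6.04, 4.48 to 8.33), *CG34324* (4.68), and *CG3906* (4.42), all among the genes that mark cluster 5. The lowest were *CG42365* (−3.38), *CG12057* (−3.26), *CG18404* (−2.76), *CG9682* (−2.66), and *deltaTry* (−2.64), a digestive protease gene. In enterocyte-like cells the highest were *CG43673* (2 and 568 UMIs, 7.62, 5.76 to 10.67), *CG11672* (2 and 210 UMIs, 6.19, 4.32 to 9.24), *CG7720* (5.92), *CG10725* (5.79), and *CG34324* (5.28), of which all but *CG7720* mark cluster 5. The lowest were *Drsl3* (−2.88, with 67.4% of the *esg* ts/+ UMIs in 1 cell), *CG15199* (−2.36, with 56.5% of the *esg* ts*/D30A* UMIs in 1 cell), *CG7298* (−2.09), *CG12057* (−2.08), and *Jon25Bii* (−1.94). In enteroendocrine-like cells the highest were *CG34324* (4.50), *Muc68D* (4.50), *CG3906* (4.40), *CG12934* (4.35, with 31.2% of the *esg* ts*/D30A* UMIs in 1 cell), and *CG34220* (4.32), of which all but *CG12934* mark cluster 5. The lowest were *CG18404* (−2.94), *CG11911* (−2.01), *Peritrophin-15a* (−1.77), *thetaTry* (−1.66), and *Ir85a* (−1.52).

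The paper lists genes changed in progenitors sorted from *esg* ts*/D30A* flies in Table S1, of which 152 of the 154 genes were read. The paper's log fold change for *mira* there is 0.799, while its text describes *mira* as diminished, and the direction of the ratio is not named in the part of the table that was read. In progenitor-like cells *mira* had 281 and 781 UMIs, a log2 ratio of 0.62. For *imd*, the gene of the transgene, the paper's value is 0.860, and the ratio here was 0.52. A positive value for *imd* goes with a ratio of *esg* ts*/D30A* over *esg* ts/+, under which *mira* would be raised and not diminished. That reading rests on 1 gene.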
